# Epigallocatechin gallate (EGCG) modulates senescent endothelial cell-monocyte communication in age-related vascular inflammation

**DOI:** 10.3389/fcvm.2024.1506360

**Published:** 2025-01-21

**Authors:** Sarvatit Patel, Kai Ellis, Corey A. Scipione, Jason E. Fish, Kathryn L. Howe

**Keywords:** aging, cardiovascular disease, endothelial senescence, endothelial-monocyte communication, extracellular vesicles, inflammation, epigallocatechin gallate (EGCG)

## Abstract

Aging significantly affects intercellular communication between vascular endothelial cells (ECs) and hematopoietic cells, leading to vascular inflammation and age-associated diseases. This study determined how senescent ECs communicate with monocytes, whether extracellular vesicles (EVs) released from senescent ECs affect monocyte functions, and investigated the potential for epigallocatechin-3-gallate (EGCG), a flavonoid in green tea, to reverse these effects. Human umbilical vein endothelial cells (HUVECs) were treated with Etoposide (10 µM, 24 h) to induce senescence, followed by EGCG (100 µM, 24 h) treatment to evaluate its potential as a senotherapeutic agent. The interaction between ECs and monocytes was analyzed using a co-culture system and direct treatment of monocytes with EC-derived EVs. EGCG reduced senescence-associated phenotypes in ECs, as evidenced by decreased senescence-associated (SA)-β-Gal activity and reversal of Etoposide-induced senescence markers. Monocytes co-cultured with EGCG-treated senescent ECs showed decreased pro-inflammatory responses compared to those co-cultured with untreated senescent ECs. Additionally, senescent ECs produced more EVs than non-senescent ECs. EVs from senescent ECs enhanced lipopolysaccharide (LPS)-induced pro-inflammatory activation of monocytes, whereas EVs from EGCG-treated senescent ECs mitigated this activation, maintaining monocyte activation at normal levels. Our findings reveal that EGCG confers anti-senescent effects via modulation of the senescent EC secretome (including EVs) with the capacity to modify monocyte activation. These findings suggest that EGCG could act as a senotherapeutic agent to reduce vascular inflammation related to aging.

## 1 Introduction

Aging is primarily attributed to the progressive accumulation of damage in cells, organelles, and macromolecules. The hemothelium is comprised of the hematopoietic system (blood cells) and the vascular endothelium (a monolayer of cells lining all blood vessels), which maintain continuous interactions throughout an individual's lifespan (1). In numerous conditions, including cardiovascular diseases (CVDs), the hemothelium is dysregulated (1–3). Several age-related CVDs have been associated with endothelial dysfunction resulting from endothelial senescence (4). Endothelial senescence is marked by an age-related decline in endothelial function, which encompasses impaired regulation of vasodilation, blood coagulation, oxidative stress, inflammation, immune cell infiltration, as well as glucose and lipid metabolism (4). Age-related inflammation, often termed “inflammaging”, involves the contribution of monocytes and macrophages to inflammatory processes, significantly contributing to the compromised immune function observed with advancing age (5). Given an aging population and the rising incidence of CVD, it is imperative to elucidate how aging contributes to alterations within the hemothelium.

The interactions between monocytes and endothelial cells (ECs) regulate vascular and tissue remodelling, contributing to CVDs (6). Monocytes interact with ECs to regulate processes such as inflammation, angiogenesis, and tissue remodelling (7). Monocytes undergo classical activation in response to pro-inflammatory stimuli such as interferon-γ or bacterial lipopolysaccharide (LPS), leading to the release of pro-inflammatory cytokines and reactive oxygen/nitrogen species, promoting an M1-like pro-inflammatory response (8–11). Age-related changes in monocytes include distinct inflammatory gene expression profiles and increased production of pro-inflammatory cytokines [e.g., interleukin (IL)-8, IL-12p70] in response to Toll-like receptors (TLR) 4 and TLR2/1 stimulation (12). So far, the communication of senescent ECs with circulating monocytes during aging is largely unknown.

Cellular senescence is associated with the development of a multicomponent senescence-associated secretory phenotype (SASP) (13–16). Canonical SASP factors comprise a collection of cytokines, chemokines, growth factors, and proteases released by senescent cells, which initiate inflammation, wound healing, and growth responses in nearby cells (17–19). Evidence from ECs and other cell types suggests that secreted SASP factors can induce senescence in neighbouring cells (20, 21). As ECs lose their proliferative potential and become senescent, they activate the SASP, which includes inflammatory pathways such as nuclear factor kappa B (NF-κB) and the secretion of inflammatory cytokines and reactive oxygen species (22–24). Senescent ECs and their secreted factors significantly contribute to arterial dysfunction and the pathophysiology of various cardiometabolic diseases (25). This indicates that the secretome from senescent ECs has the potential for altered communication with blood monocytes, and may contribute to age-related diseases. ECs can communicate by releasing extracellular vesicles (EVs), which are nanoparticles representing a novel paradigm in cell-cell communication. These lipid bilayer-encapsulated vesicles carry diverse cargo, including lipids, proteins, and transcripts, which can influence cellular functions and signal disease states (26). EVs are released into body fluids by most cell types, including senescent ECs and they contribute to processes such as vascular calcification, inflammation, cellular senescence, endothelial dysfunction, and fibrosis (27). EV cargo can contain SASP proteins, which can be transported to target cells, altering their phenotypes. Previous studies, including our own, have demonstrated that cross-talk between ECs and monocytes/macrophages occurs partly through the secretion of EVs (8, 28–31). It is known that EVs released from IL-1β stimulated ECs can communicate with monocytes and encourage inflammatory phenotypes (8, 32). While EVs released from IL-1β stimulated ECs (28) or during sepsis (33) can reprogram monocytes, it is unknown whether EVs released from senescent ECs similarly communicate with monocytes and importantly, whether this can be reversed. We hypothesize that the secretome, specifically EVs, released from senescent ECs may enhance monocyte-driven inflammation and that this can be reversed with senotherapeutics.

Epigallocatechin gallate (EGCG), the primary catechin in green tea, is associated with numerous health benefits, including impacts on cell senescence, aging, and age-related diseases (34–37). Preclinical studies show that EGCG exerts senolytic and senomorphic effects (38, 39). Research on murine models of aging has identified plasma EV-miRNAs associated with aging, which appear to be reversed by senolytics (40). However, whether these effects are derived explicitly from ECs remains unclear. Additional studies have demonstrated that EGCG consumption can produce anti-cellular senescence and anti-skin aging effects in mouse tissues (35, 41). This study employed an *in vitro* model of senescent ECs to assess the therapeutic potential of EGCG in reversing endothelial senescence and its impact on EC-monocyte communication. We utilized a co-culture system to assess the role of the secretome from senescent ECs, including the specific contribution of purified senescent EC-derived EV treatments, to comprehensively evaluate how senescence-driven endothelial changes influence monocyte dynamics. The reversibility of these effects was subsequently assessed by EGCG treatment, providing novel insights into EV mediated cellular interactions in the context of aging and inflammation.

## 2 Methods

### 2.1 Primary cell culture

Human umbilical vein endothelial cells (HUVECs; ECs, LONZA) were cultured in Endothelial Cell Medium (ECM, ScienCell) supplemented with 5% Fetal Bovine Serum (FBS) and Endothelial Cell Growth Supplement (ScienCell). ECs were detached using Trypsin-EDTA (0.25%) and used at passages 5–7. THP1 monocytes were cultured in RPMI 1640 medium (WISENT) with 10% FBS (WISENT). For the EC senescence model, ECs (seeded in 6-well plates at a density of 80,000 cells/well) were treated with Dimethylsulfoxide (DMSO) as a control or Etoposide (10 µM, Sigma-Aldrich) for 24 h to induce senescence, as this is a dose and time that has been used in other cell models (42, 43). Subsequently, the senescent ECs were treated with EGCG [100 µM, Sigma-Aldrich (38)], for 24 h, based upon a treatment time used in other EC models (44). RNA and culture supernatant media were collected from the ECs for qRT-PCR and multiplex cytokine analysis, respectively.

### 2.2 β-Galactosidase assay

As described above, ECs were plated onto 6-well plates (80,000 cells/well). Cellular senescence was identified using β-galactosidase activity detected by histochemical staining, performed as per the instructions of the Senescence-Associated β-Galactosidase Staining Kit (Cell Signaling). Images of stained cells were captured using a Nikon ECLIPSE Ti microscope. For each experimental group, three biological replicates (each with two technical replicates) were analyzed. Four images were captured per replicate. The percentage of SA-β-galactosidase positive cells was quantified using Image J software. Data from eight images per biological replicate were combined to calculate the average percentage of SA-β-galactosidase-positive cells. The results represent the average stained area per cell across three biological replicates.

### 2.3 Co-culture experiments

For co-culture experiments, ECs were seeded in 10 cm plates ± DMSO, Etoposide, or Etoposide + EGCG. Cells were collected, washed and counted before co-culture experiments. ECs were then plated onto 6-well plates (500,000 cells/well) and cultured in complete ECM for 2 h to allow for adherence. After 2 h, THP1 cells (400,000 cells/well) were seeded in the upper chamber of transwell membrane inserts (1 µm pore size selected to ensure passage of whole secretome, STERLITECH), and co-cultured with control ECs as previously published (8), or senescent ECs (senECs) or EGCG-treated senECs in complete ECM. THP1 cells were grown in complete ECM without ECs (mono-culture) as a control. Following 24 h of mono-culture or co-culture, THP1 cells were removed and stimulated with 100 ng/ml LPS (Sigma-Aldrich) for 2 h, as before (8).

### 2.4 Multiplex analysis of cytokines

Culture media (2 ml) was collected following treatments, and 150 µl was used to measure concentrations of cytokines, chemokines, and growth factors using the Human Cytokine Panel A 48-Plex Discovery Assay® from Eve Technologies (Calgary, AB, Canada). Multiplex quantification was performed with the Luminex™ 200 system (Luminex, Austin, TX, USA).

### 2.5 RNA isolation, quality control, and sequencing

RNA was isolated using TRIzol™ Reagent from THP1 cells (mono-culture and co-culture) after LPS stimulation according to the manufacturer's instructions. RNA concentration and quality was measured using the Agilent 2100 Bioanalyzer (Total RNA Pico Chip). Preparation of RNA library and mRNA sequencing was completed by Novogene Co. LTD (Sacramento, CA, USA) using the Illumina NovaSeq X Plus Series (PE150) Sequencing System of samples meeting minimum input requirements [amount ≥ 200 ng, RIN > 8, purity (A260/280 ≥ 1.8, A260/230 ≥ 1.8)]. Paired-end sequencing (150 bp) with a minimum read depth of 30 million read pairs per sample was targeted. Differentially expressed mRNA transcripts analysis were completed by Novogene Co. LTD. Briefly, clean reads were obtained by removing reads containing adapters, greater than 10% unidentifiable bases, and low-quality reads (Qscore of over 50% bases ≤ 5). Clean reads were mapped to a reference genome using HISAT2. Starting from Novogene's count matrix, detectable genes were filtered based on expression values (sum of counts ≥ 10), and RNA differential expression was performed using the DEseq2 package (version 1.44) for R (version 4.4.1). Significance was called as *p*adj < 0.05, with no fold change cutoff. FPKM (Fragments Per Kilobase of transcript per Million mapped reads) read count normalization was performed using DESeq2. *Z*-score heatmaps were generated using the FPKM values of the selected genes. Gene set enrichment analysis (GSEA) was performed against the msigDB human hallmark genesets using the fgsea package (v1.3.0) for R, with ranking based on the wald statistic.

### 2.6 Real-time quantitative reverse-transcriptase polymerase chain reaction (qRT-PCR)

RNA was isolated using TRIzol™ Reagent (Invitrogen) and reverse transcribed using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). qRT-PCR was performed with SYBR green technology on a QuantStudio 5 Real-Time PCR system (Applied Biosystems) using LC 480 SYBR™ Green Master Mix (Applied Biosystems) as described previously (8, 28). Data were normalized to Glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) using the Delta-Delta Ct method. All qRT-PCR primers are listed in Supplementary Table 1.

### 2.7 Isolation and characterization of EVs

#### 2.7.1 EV collection

ECs (control, senECs, EGCG-treated senECs) were cultured on 15 cm plates and supplemented with ECM containing EV-depleted FBS [Ultrafiltration using spin columns (cytiva 100 kDa) at 3,000 g for 30 min, 0.22 µm filtered (45)] for 24 h. The culture medium was collected and pre-cleared by centrifugation at 500 g for 15 min and then at 3,000 g for 15 min. The supernatant was filtered with 0.22 µm filter (Millipore Sigma) and ultracentrifuged at 120,000 g for 180 min at 4°C, followed by washing of the EV pellet with PBS (0.22 µm filtered) at 120,000 g for 120 min at 4°C (Optima XP-90 Ultracentrifuge with Type 70.1 Ti Fixed-Angle Rotor, Beckman Coulter). The EV pellet was resuspended in PBS (0.22 µm filtered) and stored at −80°C.

#### 2.7.2 EV characterization

Nanoparticle Tracking Analysis (NTA) and Cryogenic Electron Microscopy (Cryo-EM) analyses were conducted following previously established protocols (28). Western blots were performed as described previously (28) using primary antibody against CD63 (1:750, sc-365604 Santa Cruz), CD81 (1:1000, 56039 Cell signaling), CD9 (1:200, sc-13118 Santa Cruz), Calnexin (1:200, sc-23954 Santa Cruz), or Alix (1:200, sc-53540 Santa Cruz).

### 2.8 EV treatment of THP1 cells

EVs from control ECs (EC-EVs), senECs (senEC-EVs), and EGCG-treated senECs (tsenEC-EVs) were isolated via ultracentrifugation from conditioned media. THP1 cells plated onto 96-well plates (300,000 cells in 250 µl media/well) were treated with PBS or EVs (EC-EVs, senEC-EVs, tsenEC-EVs) at 10^10^ EV particles/ml concentrations for 24 h, as before (28). After treatment, THP1 cells were stimulated with 100 ng/ml LPS for 2 h. RNA and culture supernatant media were collected from the THP1 cells for RT-PCR and multiplex cytokine analysis, respectively.

### 2.9 Statistical analyses

All statistical analyses were performed using GraphPad Prism 9 software. Data were analyzed using one- or two-way ANOVA, followed by the Tukey (or Bonferroni where indicated) multiple comparison test. Error bars represent the standard error of the mean (SEM). A *p*-value lower than 0.05 was considered statistically significant.

## 3 Results

### 3.1 EGCG alleviates senescence-associated phenotype in ECs

One of the most well-characterized contributors to aging is senescent cells. A hallmark of senescent cells is the activity of senescence-associated β-galactosidase (SA-β-gal), as the presence of this active enzyme indicates the senescent state of cells (46, 47). Other well-established markers of cellular senescence are the elevated expression of cell cycle inhibitors p21 (*CDKN1A*), p16 (*CDKN2A*), and p15 (*CDKN2B*), along with SASP factors IL-6 and IL-8 (47). To test the anti-senescence properties of EGCG, an *in vitro* senescent cell model was established by treating ECs with Etoposide (10 µM) for 24 h. Treatment with Etoposide induced characteristic features of senescence, including increased SA-β-Gal activity (Figure 1A,B, Supplementary Figure 1A) and elevated levels of senescence- and SASP-related markers such as *CDKN1A*, *CDKN2A*, *CDKN2B*, *CXCL8*, and *IL6* (Figure 1C,D, Supplementary Figure 1B,C). This confirmed that Etoposide (10 µM, 24 h) treatment is a suitable senescence model. Subsequent treatment of senECs with EGCG (100 μM) for 24 h significantly reduced senescence-associated characteristics, including decreased SA-β-Gal activity (Figure 1A,B), compared to vehicle control. EGCG treatment also reversed the elevated expression of senescence-associated genes, including *CDKN1A*, *CDKN2A*, *CDKN2B*, *CXCL8*, and *IL6* (by 1.2-fold, 2.5-fold, 1.3-fold, 5.5-fold, 5-fold respectively), in senECs (Figure 1C,D). Additionally, EGCG supplementation was able to blunt the senescence induced upregulation of cell adhesion molecules *VCAM1* and *SELE*, but not *ICAM1*, which could suggest a reduction in monocyte adhesion (Supplementary Figure 2). Comparison of EGCG treatment to control ECs showed no difference in senescence-associated markers (Supplementary Figure 2).

**Figure 1:**
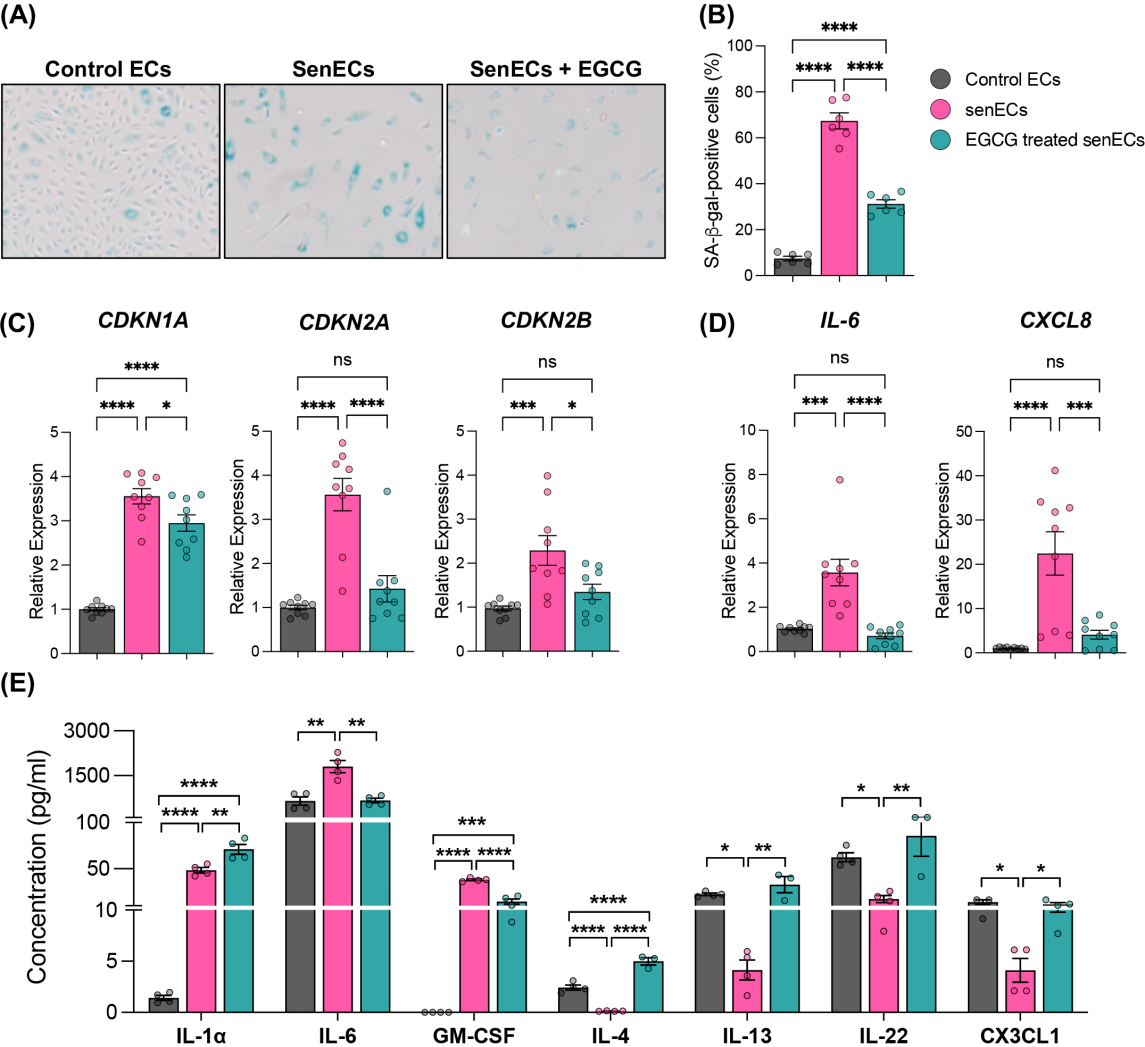
Antisenescence effects of EGCG on senescent ECs. **(A)** Representative cellular morphology and SA-β-gal staining of ECs under various conditions—(i) DMSO (control ECs), (ii) Treated with Etoposide (10 µM) for 24 h (senECs), and (iii) Treated with Etoposide (10 µM) for 24 h followed by EGCG (100 µM) treatment for 24 h (EGCG treated senECs). **(B)** Quantification of the percentage of SA-β-gal positive ECs. qRT-PCR analysis of **(C)** senescence-related genes *CDKN1A*, *CDKN2A*, *CDKN2B* and **(D)** senescence-associated secretory phenotype (SASP)-related genes *IL-6*, *CXCL8*. **(E)** Concentration of cytokines/chemokines (IL-1α, IL-6, GM-CSF, IL-4, IL-13, IL-22, and CX3CL1) in culture media from ECs across all experimental conditions was quantified using human cytokine and chemokine array. Data are given as ± SEM. *n* = 3–4 independent experiments. One-way ANOVA with a Tukey's multiple comparison test. ns, not significance; *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

SASP factors (pro-inflammatory cytokines, chemokines, and growth factors) undergo dynamic changes during cellular senescence (48). We investigated whether EGCG plays a role in the secretion of these conventional markers of senescent programming (Figure 1E). The abundance of key components of the secretome (cytokines and chemokines), including IL-1α, IL-6, granulocyte-macrophage colony-stimulating factor (GM-CSF), IL-4, IL-13, IL-22, and C-C motif chemokine ligand (CX3CL1) were measured in cell media by multiplex assay. SenECs showed increased IL-1α, IL-6 and GM-CSF abundance and decreased IL-4, IL-13, IL-22, and CX3CL1 compared to control ECs (Figure 1E). In contrast, treatment of senECs with EGCG led to a reduction in IL-6 (∼3-fold) and GM-CSF levels while increasing the expression of IL-4, IL-13, IL-22, and CX3CL1 in comparison to untreated senECs. These results suggest that EGCG treatment impairs the pro-inflammatory secretory phenotype and enhances the anti-inflammatory response in senECs. Overall, these data indicate that EGCG treatment mitigates the SASP and highlights its potential immunomodulatory effects on senescent ECs.

### 3.2 EGCG decreases monocytic proinflammatory responses induced by senescent ECs

To assess intercellular signalling between ECs and monocytes, we established a co-culture model wherein control ECs, senECs or EGCG-treated senECs were co-cultured with the human monocytic cell line THP1, with a 1-μm transwell filter serving as a physical barrier (Figure 2A). Following mono-culture or co-culture (24 h), THP1 cells were removed from the transwell inserts and stimulated with LPS. As expected (8), co-culture with control ECs suppressed monocyte activation, as evidenced by reduced induction of *IL-1β*, *IL6*, *CXCL8*, *IL-12p40*, and *IL-23p19* compared to THP1 mono-culture (Figure 2B). Conversely, co-culture with senECs elevated the expression of *IL-1β* and *IL6* compared to co-culture with control ECs (Figure 2B). Notably, co-culture with EGCG-treated senECs decreased expression of *IL-1β*, *IL6*, and *CXCL8* compared to co-culture with untreated senECs and THP1 mono-culture (by 1.4-fold, 2-fold, 1.7-fold respectively) (Figure 2B). Collectively, these findings suggest that THP1 co-culture with control ECs suppresses monocyte activation, which is negated by senECs and restored by EGCG treatment.

**Figure 2:**
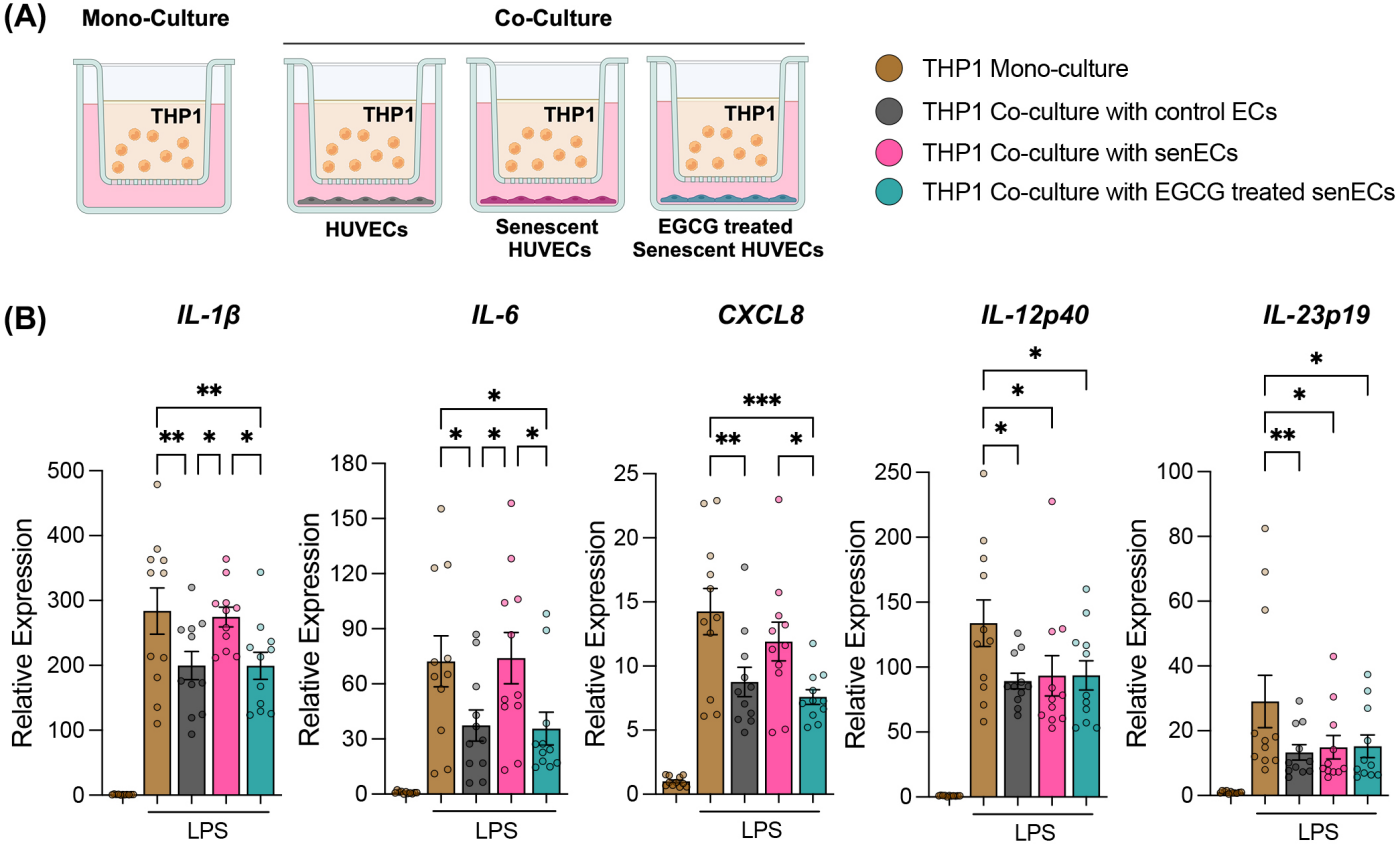
Co-culture with EGCG-treated senescent ECs suppresses monocyte activation. **(A)** Schematic of co-culture of monocytes (THP1) with control ECs, senECs, and EGCG-treated senECs using a transwell system (1 μm pore size). **(B)** The impact of co-culturing THP1 cells with ECs for 24 h was assessed by measuring the transcriptional expression of proinflammatory genes by THP1 cells after 2 h of LPS stimulation using RT-PCR. Pro-inflammatory markers: *IL-1β*, *IL6*, *CXCL8*, *IL-12p40*, and *IL-23p19*. Data are normalized to the GAPDH reference gene. Results are reported as the fold change relative to THP1 mono-culture (without LPS treatment). Data are presented as mean ± SEM. *n* = 4 independent experiments. Statistical analysis was performed using two-way ANOVA with Tukey's multiple comparison test. *p < 0.05, **p < 0.01, and ***p < 0.001.

### 3.3 EGCG treatment negates the pro-inflammatory effect of senescent ECs on monocyte gene regulatory pathways

To understand further how senescent ECs communicate with monocytes and affect cellular function, THP1 monocytes were co-cultured with control ECs, senECs, or EGCG-treated senECs for 24 h (Figure 2A). 

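RNA-sequencing covered 4 groups of THP1 cells with 3 libraries each: THP1 mono-culture and THP1 co-cultured with control ECs, with senECs or with EGCG-treated senECs. THP1 is an established human monocytic cell line, and the senECs were endothelial cells made senescent with 10 µM etoposide, a topoisomerase inhibitor that damages DNA. EGCG, a catechin of green tea, was given to the senECs at 100 µM. After 24 h the THP1 cells were stimulated with 100 ng/ml LPS for 2 h before RNA isolation, so that all 12 libraries, those of mono-culture included, come from LPS-stimulated cells. The replicates are numbered 1, 2 and 3 for mono-culture and control ECs and 1, 2 and 5 for senECs and EGCG-treated senECs. The authors deposited the number of reads counted on each of 58735 genes, as whole numbers without normalization. According to the paper's methods the reads were cleaned and aligned with HISAT2 by Novogene, while the counting program, the genome build and the annotation are not named in its text. The rows match GENCODE release 29 on GRCh38 in their number and in all 57169 distinct symbols, and gene positions and lengths were taken from it. The total counts per library ranged from 15439836 to 18159194 in mono-culture (median 18028275), from 18456396 to 22092600 with control ECs (median 20161309), from 17441273 to 19126426 with senECs (median 18148373) and from 15997927 to 18736410 with EGCG-treated senECs (median 16444100). The paper gives a target of 30 M read pairs per sample, and all values here use the counts. In the smallest library a gene with no count could still be present at up to 0.194 CPM, the unit of counts scaled to the library size, a limit that covers counting error only. The counts of the 12 pairs of replicates differed by more than the sampling noise, with a chi-square per degree of freedom from 11.5 to 43.1, so that each library was treated as a separate sample. From the counts, differential expression was tested with edgeR's quasi-likelihood test in 1 model of the 12 libraries, over the 25873 genes with a total of at least 10 counts, the filter given in the paper's methods. The paper used DESeq2 for this step, and DESeq2 was run on the same counts as an alternative. The TMM normalization factors lay between 0.912 (senEC replicate 5) and 1.04. The choices that could change the numbers most are a term for the replicate number, the filter on low counts and the test. The inclusion of single libraries also matters, since each group holds 3.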

The cellular response of monocytes to co-culture with different ECs was delineated by RNA isolation from THP1 cells and RNA-sequencing. 

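A gene was counted as expressed in a group when the mean FPKM of its 3 libraries was above 1, a threshold that the paper's text does not name. By this rule 11878 genes were expressed in all 3 co-cultures. A further 178 genes were expressed with control ECs and senECs only, 275 with control ECs and EGCG-treated senECs only, and 163 with senECs and EGCG-treated senECs only. Among the other rules tried, a mean FPKM above 0.5 moved the shared number most, to 14044 genes, while an FPKM above 1 in every library gave 10841. With each of the 9 co-culture libraries left out in turn, the shared number stayed between 11747 and 11914.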

As seen in the Venn diagram, 11,899 genes were commonly expressed in all the groups (Figure 3A). There were 369 genes differentially expressed in the THP1 co-cultured with control ECs, 177 in the THP1 co-cultured with senECs, and 245 in the THP1 co-cultured with EGCG-treated senECs. 

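By the same rule, 514 genes were expressed only with control ECs, 145 only with senECs and 233 only with EGCG-treated senECs. Single libraries changed these parts. Without senEC replicate 5 the part specific to senECs held 256 genes, and without EGCG-treated senEC replicate 2 the part specific to EGCG-treated senECs held 394. The part specific to control ECs ranged from 346 genes without control EC replicate 2 to 753 without control EC replicate 3. In tests of differential expression, edgeR with Benjamini-Hochberg adjustment called 37 genes (22 higher and 15 lower) between co-culture with control ECs and mono-culture at an adjusted p under 0.05. Co-culture with senECs differed from mono-culture in 80 genes (50 higher and 30 lower), and co-culture with EGCG-treated senECs in 55 (32 higher and 23 lower). Between the co-cultures, 0 of the 25873 genes differed for senECs against control ECs, where 1709 had an unadjusted p under 0.05 and chance alone gives 1294. For EGCG-treated senECs against senECs 0 genes differed, with 575 at an unadjusted p under 0.05, and for EGCG-treated senECs against control ECs 0 genes differed, with 1177. These tests take the libraries of a group as independent and hold no term for the replicate number. With a replicate block as such a term, 153, 13 and 34 genes were called in these comparisons, in the same order. The 0 calls therefore depend on leaving the term out. Why the block is an alternative only is given with the alternatives at the end. DESeq2 called 120, 347 and 230 genes in the 3 comparisons with mono-culture and 0 in each of the 3 comparisons between co-cultures. When every gene with a count entered edgeR's test, 34767 in all, the numbers rose to 223, 588 and 377 against mono-culture, to 114 for senECs against control ECs, to 14 for EGCG-treated senECs against senECs and to 43 for EGCG-treated senECs against control ECs. Single libraries moved the counts as well. Against mono-culture the co-culture with control ECs ranged from 11 genes without mono-culture replicate 2 to 44 without senEC replicate 5, the co-culture with senECs from 19 without senEC replicate 2 to 255 without senEC replicate 1, and the co-culture with EGCG-treated senECs from 12 without mono-culture replicate 2 to 100 without senEC replicate 5. Without control EC replicate 3, 1 gene was called for senECs against control ECs and for EGCG-treated senECs against control ECs. It was RN7SL2 in both, a small non-coding RNA that was named after its values were seen.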

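The largest changes between co-culture with control ECs and mono-culture, among called genes whose libraries did not overlap between the groups and that averaged at least 1 CPM, were in NRG1, CLU and POU2F2, which rose, and in PACSIN1, SPP1 and DNASE2, which fell. POU2F2, a transcription factor gene on chromosome 19 of GRCh38 (42086110 to 42196585), had 18.9 ± 1.41 CPM (SD, n = 3) in mono-culture and 63.9 ± 2.76 CPM (SD, n = 3) with control ECs, a log2 fold change of 1.76 (standard error 0.12, adjusted p = 1.16e-07 from edgeR). It stood at 64.3 ± 9.18 CPM with senECs and 70.9 ± 3.64 CPM with EGCG-treated senECs, log2 fold changes of 1.77 and 1.91 against mono-culture. CLU, on chromosome 8 from 27596917 to 27615031, rose by 1.85 on the log2 scale (standard error 0.24, adjusted p = 0.00165 from edgeR). Both genes stayed past the threshold in each of the 6 fits that left out 1 library of the pair of groups. NRG1 rose by 2.14 (standard error 0.43, adjusted p = 0.0499 from edgeR) from 8 to 12 counts per library in mono-culture, and it lost the threshold whichever of the 6 libraries was left out. SPP1 fell by 1.42 and PACSIN1 fell by 1.65 on the log2 scale (adjusted p = 0.0499 and 0.0326 from edgeR), and both lost the threshold in 5 of the 6 such fits. DNASE2 fell by 1.23 (adjusted p = 0.00516 from edgeR) and lost it only without mono-culture replicate 2 (adjusted p = 0.0687).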

To investigate changes at the single gene level involved in the inflammation pathways, we first analyzed all genes associated with various inflammatory processes (Supplementary Figure 3). A curated list of key genes (such as *CXCL8*, *IL-1β*, *C-C motif chemokine ligand [CCL5]*, *TLR4*, *NF-κB1*, *IL-6*) was then compiled to generate a comprehensive heatmap, highlighting expression patterns under different experimental conditions (Figure 3B). 

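In the deposited counts, CXCL8 (chromosome 4 of GRCh38, 73740506 to 73743716) had 488 ± 181 CPM (SD, n = 3) in mono-culture, 451 ± 234 with control ECs, 546 ± 342 with senECs and 476 ± 267 with EGCG-treated senECs. IL1B, which encodes IL-1β and lies on chromosome 2 from 112829751 to 112836903, had 337 ± 247, 348 ± 284, 424 ± 384 and 388 ± 315 CPM in the same order. Within each group the highest library of IL1B was between 4.68 and 5.04 times the lowest, a wider range than any difference between the group means. This range includes the rise with the replicate number. CXCL8 had 276, 432 and 930.5 CPM in senEC replicates 1, 2 and 5. In the same order, control EC replicates 1, 2 and 3 were lower (243, 406 and 704). IL1B behaved likewise (172, 235 and 866 against 142, 231 and 672). With EGCG-treated senECs CXCL8 was lower than with senECs at each number (251, 408 and 770.5). IL1B was lower at 1 and 5 (156 and 747) but higher at 2 (260). Whether the numbers pair the libraries is not known. CCL5 (chromosome 17, 35871491 to 35880793) had 60.0 ± 23.2 CPM with control ECs, 74.1 ± 28.8 with senECs and 67.5 ± 16.2 with EGCG-treated senECs. TLR4 lies on chromosome 9 from 117704175 to 117724730 and NFKB1 on chromosome 4 from 102501329 to 102617302, and the means of both with senECs and with control ECs were less than 1 replicate SD apart. That SD includes the rise with the replicate number. In the order used above, CCL5, TLR4 and NFKB1 were each higher with senECs than with control ECs at every number. IL6 (chromosome 7, 22725884 to 22732002) was close to the detection limit, with 1 to 14 counts per library and 0.349 ± 0.382 CPM with control ECs, 0.294 ± 0.271 with senECs and 0.293 ± 0.0350 with EGCG-treated senECs, so that a difference in IL6 was not detectable at this depth.

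**Figure D1:**
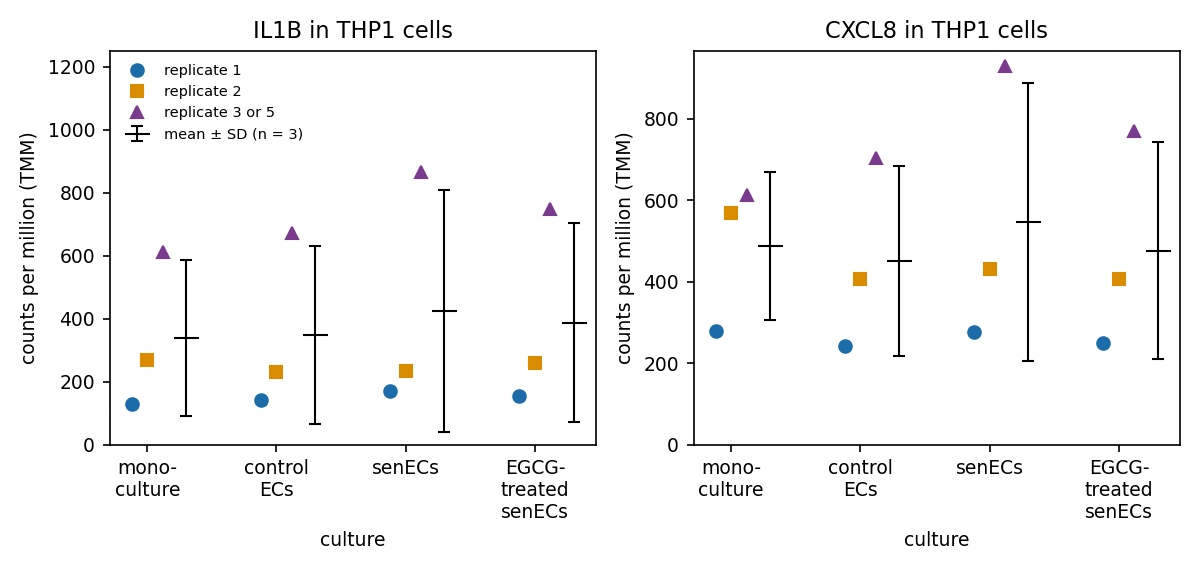
CPM of IL1B (left) and CXCL8 (right) in each THP1 library, by culture, on linear axes from 0; symbols mark the replicate number, and the bars give the mean ± SD of the 3 libraries. The library of replicate 3 or 5 is the highest of its group for both genes in all 4 groups, and the spread within each group exceeds the differences between the means.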

In THP1 cells co-cultured with senECs, the expression of most inflammation-associated genes was elevated compared to THP1 mono-culture, THP1 co-culture with control ECs or co-culture with EGCG treated senECs. 

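The heatmap in Figure 3B holds 17 genes. Their mean log2 CPM was highest with senECs for 9 of them (CXCL8, IL1B, CCL5, CASP5, TLR4, CCL2, MMP9, MYD88 and OSMR), with EGCG-treated senECs for 5 (NFKB1, IL6, IL7R, IL12B and NOD2), with control ECs for 2 (SAA2 and IL1R1) and in mono-culture for 1 (IL1A), where equal chances for the 4 groups would give 4.25 genes each. With single libraries left out, the number of genes highest with senECs ranged from 3 to 16. It was 3 without senEC replicate 5, control EC replicate 1 or EGCG-treated senEC replicate 1, and 16 without senEC replicate 1. Over the genes of the list with at least 10 counts in every library, the mean log2 CPM rose with the replicate number in all 4 groups. These fits therefore compare unbalanced groups and do not show that the number rests on 1 library. The mean was higher with senECs than with control ECs for 14 genes and higher than in mono-culture for 14. The single highest of the 12 libraries was senEC replicate 5 for 6 genes and EGCG-treated senEC replicate 5 for 4. For senECs against control ECs, 0 of the 17 genes passed an adjusted p of 0.05 over all genes tested and 0 passed when adjusted over the list alone, while 1 had an unadjusted p under 0.05. The study chose this list on these samples, so a test over the list alone is not independent evidence. The changes with senECs against control ECs ran from a log2 fold change of -0.23 for IL6 (standard error 0.88) to 2.19 for CASP5 (standard error 0.74, adjusted p = 0.728 from edgeR, 0.138 when adjusted over the list alone), a gene with 2 to 20 counts per library in these groups. CXCL8 and IL1B each rose by 0.28 (standard errors 0.42 and 0.63, adjusted p = 0.905 and 0.940 from edgeR). The sign of CXCL8 and IL1B turned without senEC replicate 5, to -0.35 and -0.78, but both genes were highest in the library of replicate 3 or 5 in each group, so that this fit sets unbalanced groups against each other. For 15 of the 17 genes the change was smaller than the SD between replicates, whose median was 0.63 on the log2 scale. This SD includes the rise with the replicate number, which 7 of the 17 genes showed in all 4 groups. Against mono-culture, senECs gave 0 genes past the threshold over all genes and 3 when adjusted over the list alone. By DESeq2, MYD88 passed over all genes in this comparison (log2 fold change 0.43, adjusted p = 0.0124 from DESeq2). For senECs against control ECs the 17 genes had a median log2 fold change of 0.17. The score of the list per library covers its genes with at least 10 counts in every library. It leaves out IL6, SAA2 and CASP5, the gene with the largest change. The two-sided exact permutation test of this score gave p = 0.7, where 0.1 is the smallest possible. This test takes no account of the replicate number, with which the score rose in all 4 groups. The p therefore reflects this spread as well. The score was higher with senECs than with control ECs in replicate 1 (-0.48 and -0.70) and in replicate 2 (0.05 and -0.08). It was also higher in senEC replicate 5 than in control EC replicate 3 (1.03 and 0.80). Whether the numbers pair the libraries is not known, and fits with a replicate term are given with the alternatives at the end. The median was -0.35 without senEC replicate 5, -0.02 without control EC replicate 1 and 0.75 without control EC replicate 3, again in unbalanced groups.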

Notably, THP1 cells co-cultured with EGCG-treated senECs showed a reversal of inflammation-associated gene expression, displaying a profile similar to that of THP1 cells co-cultured with control ECs (Figure 3B).

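With EGCG-treated senECs the mean log2 CPM was lower than with senECs for 11 of the 17 genes of Figure 3B, and for 5 of the 17 it lay closer to the mean with control ECs than to that with senECs. None of the 17 genes had an adjusted or an unadjusted p under 0.05 between the co-cultures with EGCG-treated senECs and senECs, and 15 changed by less than the SD between replicates. That SD includes the rise with the replicate number. The log2 fold changes ran from -0.85 for CASP5 (standard error 0.69) to 0.26 for IL12B (standard error 0.52), each with an adjusted p of 1 from edgeR. The log2 fold change was -0.20 for CXCL8, -0.13 for IL1B and 0.02 for IL6. Without senEC replicate 5 that of CXCL8 was 0.43, that of IL1B 0.93 and that of IL6 1.06, in unbalanced groups as above. The median of the list was -0.11 (exact permutation test of its score per library, which leaves out CASP5, IL6 and SAA2, p = 0.7, again without the replicate number). It became 0.32 without senEC replicate 5 and 0.12 without EGCG-treated senEC replicate 1, and it was lowest without EGCG-treated senEC replicate 5, at -0.46. Between EGCG-treated senECs and control ECs, 0 of the 17 genes differed when adjusted over the list alone and 0 had an unadjusted p under 0.05.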

**Figure 3:**
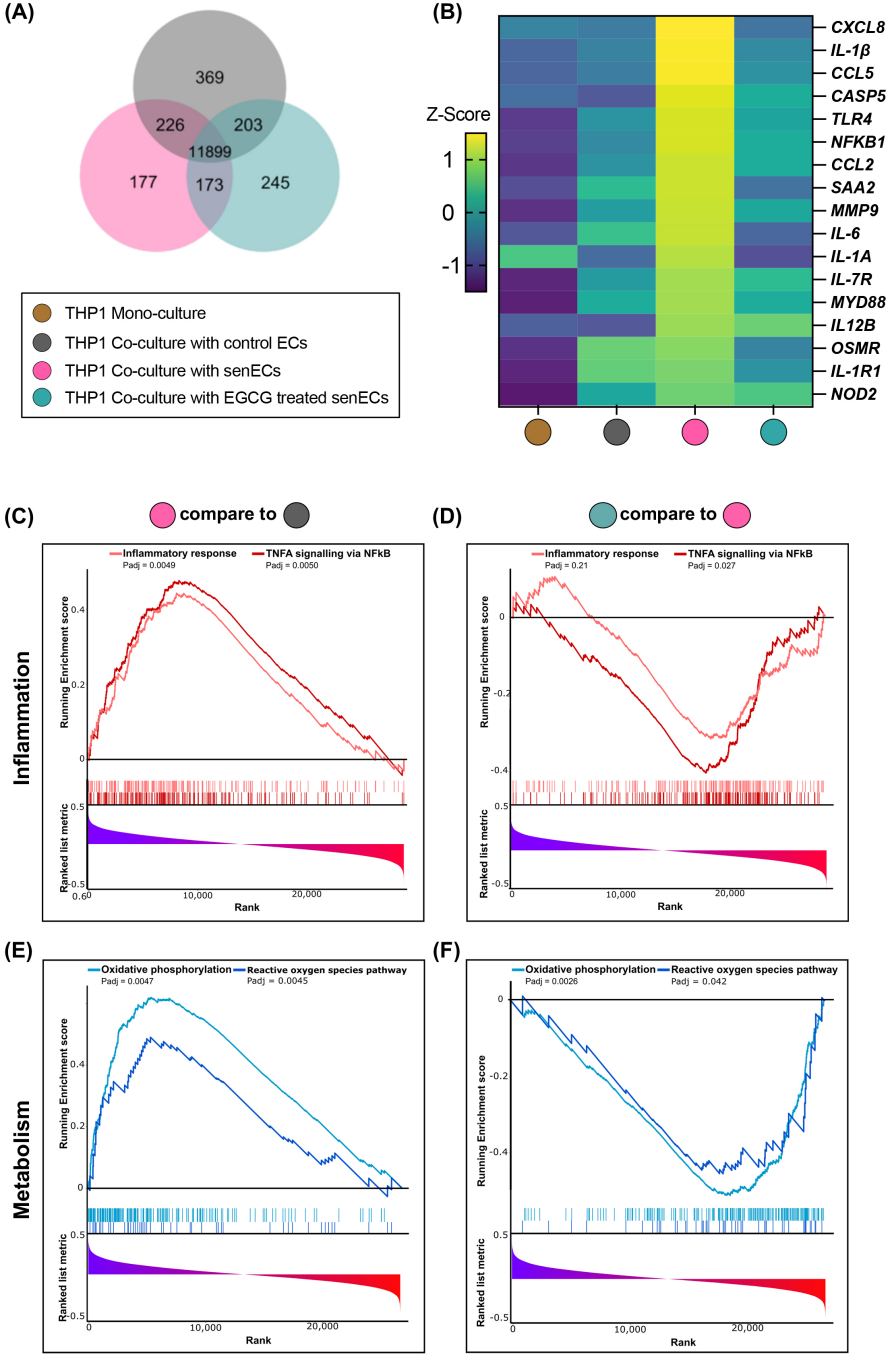
Effect of EGCG treatment on communication between senescent ECs and monocyte function. RNA sequencing was performed on samples collected after 24 h of co-culturing THP1 cells with control ECs, senECs, and EGCG-treated senECs. **(A)** Venn diagram depicting number of commonly and differentially expressed genes in comparisons of THP1 co-culture with control ECs, senECs, and EGCG-treated senECs. **(B)** Heatmap showing the expression profiles of a curated list of pro-inflammatory genes. Gene expression was assessed across different experimental conditions to evaluate changes in inflammatory responses. Expression values are represented as colours and range from yellow (high expression), green (moderate), to dark blue (lowest expression). Gene set enrichment analysis (GSEA) enrichment plots of inflammation-related gene sets comparing **(C)** THP1 cells co-cultured with senECs vs. control ECs, and **(D)** THP1 cells co-cultured with EGCG-treated senECs vs. untreated senECs. Metabolism-related gene sets are shown in **(E)** and **(F)** for the same comparisons indicated above.

Gene set enrichment analysis (GSEA) comparing transcript abundance in THP1 cells co-cultured with senECs compared to those expressed in THP1 cells co-cultured with control ECs using the Hallmark database showed that 32 Hallmark gene sets were significantly enriched (*p*adj < 0.05) and 5 gene sets were significantly depleted in THP1 cells co-cultured with senECs (Supplementary Figure 4A). Furthermore, a comparison between THP1 cells co-cultured with EGCG-treated senECs and THP1 cells co-cultured with untreated senECs showed that no gene sets were significantly enriched and 5 gene sets were significantly depleted in THP1 cells co-cultured with EGCG-treated senECs (Supplementary Figure 4B). 

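The Hallmark sets were not used here. In their place, 13 other gene lists, 11 of them written by hand and the S phase and G2/M phase lists taken from Seurat, were tested on the 25873 genes with fgsea, ranked by DESeq2's Wald statistic as in the paper. With senECs against control ECs, 8 of the 13 lists were enriched and 1 was depleted at an adjusted p under 0.05. The largest normalized enrichment score (NES) was that of the cytosolic ribosome list (3.71), and the cholesterol synthesis list was the depleted one. Without senEC replicate 5 the NES of the ribosome list fell to 1.60 (adjusted p = 0.0139 from fgsea's gene permutation). The fgsea test draws random genes and takes the genes of a list as independent, while the genes of these lists moved together between libraries, with a mean correlation from 0.14 (reactive oxygen species list) to 0.89 (cytosolic ribosome list) among the lists that passed. The test fry, which uses the spread between libraries, left 0 of the 13 lists past the threshold. Its smallest adjusted p was 0.475, with 1 list at an unadjusted p under 0.05. As run here it holds no term for the replicate number. In fits chosen after the data were seen, 0 lists passed with a replicate block and 2 with replicates 3 and 5 joined. The test camera with its preset correlation called the same 9 lists as fgsea. Of these 9 calls 0 held under fry without a replicate term. With an estimated correlation 0 held under camera, where the smallest p was 0.116.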

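For EGCG-treated senECs against senECs, 2 of the 13 lists were enriched and 5 were depleted by fgsea at an adjusted p under 0.05. The enriched lists were those of interferon response and cholesterol synthesis, and the depleted lists were those of the cytosolic ribosome, oxidative phosphorylation, proteasome, reactive oxygen species and G2/M phase genes. By fry 0 lists passed, with a smallest adjusted p of 0.898 and 0 lists at an unadjusted p under 0.05. Of the 5 lists that camera called with its preset correlation, 0 held with an estimated correlation, where the smallest p was 0.273. Single libraries moved several of these values. Without EGCG-treated senEC replicate 5 the NES of the interferon list went from 2.51 to -1.58, and without senEC replicate 5 that of the ribosome list went from -3.41 to 1.68.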

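In THP1 cells co-cultured with senECs, compared to co-culture with control ECs, the oxidative phosphorylation list (80 genes) had a NES of 3.49 (adjusted p = 1.98e-28 from fgsea's gene permutation), with 77 genes higher and a median log2 fold change of 0.23. The reactive oxygen species list (49 genes) had a NES of 2.13 (adjusted p = 2.4e-05) with 36 genes higher, the TNF-NF-κB list (190 genes) a NES of 1.78 (adjusted p = 1.68e-05) with 136 genes higher, and the inflammatory response list (181 genes) a NES of 1.41 (adjusted p = 0.016) with 125 genes higher. By fry the adjusted p was 0.475, 0.475, 0.845 and 0.845 in the same order. Leaving out senEC replicate 5 had the largest effect. It lowered the NES of the oxidative phosphorylation list to 2.38 (adjusted p = 6.47e-08) and took the reactive oxygen species list out of the threshold (adjusted p = 0.121). It reversed the TNF-NF-κB list to -1.80 (adjusted p = 3.12e-05) and the inflammatory response list to -1.41 (adjusted p = 0.0232). Without control EC replicate 1 the latter pair had a NES of -0.56 and -0.72 (adjusted p = 1 for both). Without control EC replicate 2 their adjusted p was 0.123 and 0.185. In the other direction, their NES rose to 3.08 and 2.54 without control EC replicate 3 (adjusted p = 5.131e-27 and 1.483e-15). In all 4 groups the library of replicate 3 or 5 had the highest score of both lists and that of replicate 1 the lowest, so leaving out 1 of these unbalances the groups, and such a reversal does not show that the change rests on that library. With replicates 1 and 2 of each group, an alternative chosen after the data were seen that keeps this balance, the NES was 1.29 and 1.59 (adjusted p = 0.0355 and 0.00109 from fgsea's gene permutation). The inflammatory response list also lost the threshold when only the 13903 genes with at least 10 counts in every library were ranked (adjusted p = 0.537). The mean log2 CPM of the genes of a list with at least 10 counts in every library, relative to the 12 libraries, gives a score per library. For the inflammatory response list these are 146 of its 181 genes. The oxidative phosphorylation score was -0.08 ± 0.10 (SD, n = 3) with control ECs and 0.14 ± 0.24 with senECs (two-sided exact permutation test, p = 0.2, where 3 libraries against 3 cannot go below 0.1). The TNF-NF-κB score was -0.05 ± 0.36 with control ECs and 0.07 ± 0.40 with senECs (exact permutation test, p = 0.7), and the inflammatory response score was -0.03 ± 0.33 and 0.08 ± 0.36 (p = 0.7 from the same exact test). These tests and fry as run here take no account of the replicate number, which adds to the SD. With a replicate block, fry gave an adjusted p of 0.0867 for the inflammatory response list and 0.279 for the TNF-NF-κB list. With replicates 3 and 5 joined it was 0.022, past the threshold, and 0.126. Fry with either block was chosen after the data were seen, and these fits are given with the alternatives at the end.

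**Figure D2:**
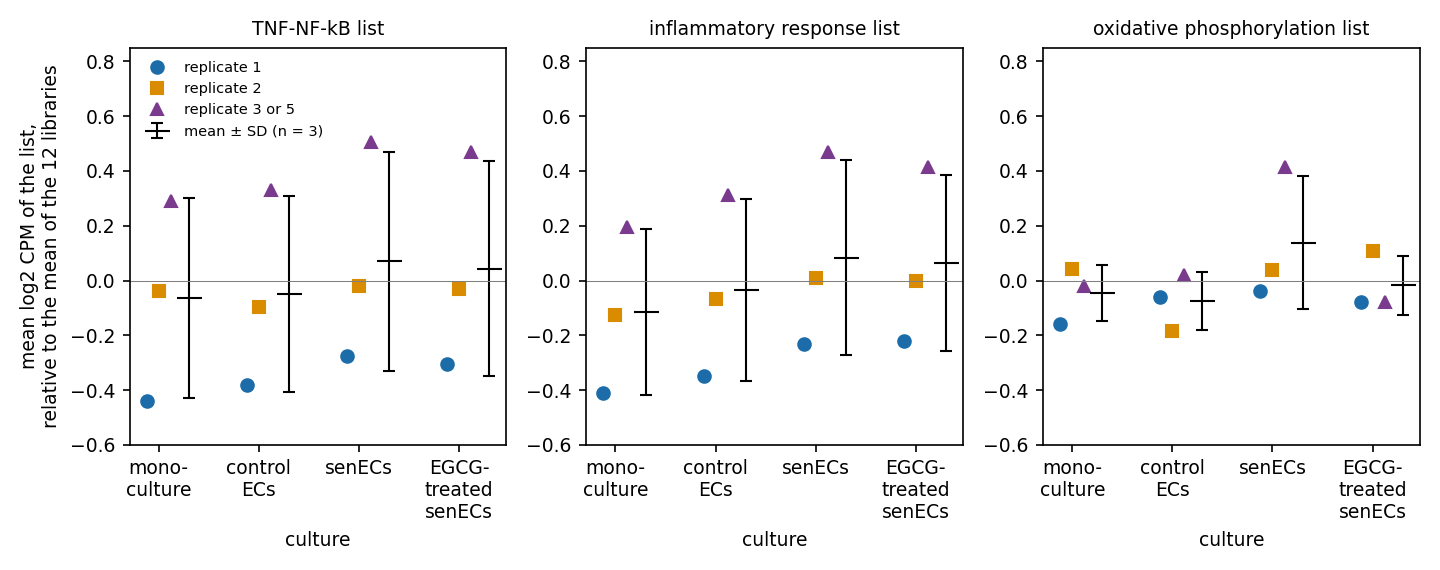
Mean log2 CPM of the TNF-NF-κB, inflammatory response and oxidative phosphorylation lists in each THP1 library, relative to the mean of the 12 libraries, by culture; symbols mark the replicate number, and the bars give the mean ± SD of the 3 libraries. The scores of the groups overlap in each panel, and senEC replicate 5 is the highest library in all 3. Each score uses the genes of the list with at least 10 counts in every library.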

Highly enriched pathways in THP1 cells co-cultured with senECs were tumor necrosis factor (TNF)-α signalling via NF-κB, inflammatory response, oxidative phosphorylation, and reactive oxygen species pathway (Figure 3C,E, left panels). In contrast, THP1 cells co-cultured with EGCG-treated senECs showed depletion in these signaling pathways (Figure 3D,F, right panels). 

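In the co-culture with EGCG-treated senECs compared to untreated senECs, the oxidative phosphorylation list had a NES of -3.12 (adjusted p = 4.22e-20 from fgsea's gene permutation), with 6 of its 80 genes higher and a median log2 fold change of -0.15. The reactive oxygen species list had a NES of -2.05 (adjusted p = 1.93e-04), with 12 of its 49 genes higher. The TNF-NF-κB list had a NES of -0.40 (adjusted p = 1) and the inflammatory response list a NES of 0.95 (adjusted p = 0.622), with 80 of 190 and 89 of 181 genes higher. By fry the adjusted p was 0.898 for the first pair of lists and 0.996 for the second. The median of the reactive oxygen species list, -0.0675, lay inside the range of the matched random lists, at its edge (-0.0676 to -0.0056). Without senEC replicate 5 the oxidative phosphorylation list had a NES of -0.44 (adjusted p = 1) and the reactive oxygen species list a NES of -0.83 (adjusted p = 0.844). The latter also lost the threshold without EGCG-treated senEC replicate 1 (adjusted p = 0.177). The TNF-NF-κB list was depleted without EGCG-treated senEC replicate 5 (NES -3.17, adjusted p = 7.95e-31), without senEC replicate 1 (NES -2.23) and without senEC replicate 2 (NES -1.43), and it was enriched without senEC replicate 5 (NES 2.91, adjusted p = 5.45e-26) and without EGCG-treated senEC replicate 1 (NES 2.16). The inflammatory response list moved in the same way, from a NES of -2.57 without EGCG-treated senEC replicate 5 to 2.48 without senEC replicate 5. Leaving out a library of replicate 1 or 5 unbalances the groups for this pair of lists as described above. With replicates 1 and 2 of each group, chosen after the data were seen, their NES was -0.82 and 0.85 (adjusted p = 0.995 for both from fgsea's gene permutation). With EGCG-treated senECs the scores were -0.02 ± 0.11 (SD, n = 3) for the oxidative phosphorylation list, 0.04 ± 0.39 for the TNF-NF-κB list and 0.06 ± 0.32 for the inflammatory response list, and the exact permutation p against senECs was 0.5, 0.7 and 0.8.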

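Across the 13903 genes with at least 10 counts in every library, the log2 fold changes of senECs against control ECs and those of EGCG-treated senECs against senECs had a Pearson correlation of -0.51. Genes are not independent replicates, and both comparisons share the 3 senEC libraries, which gives a negative value without any effect. In 20 simulations of unchanged groups that shared these libraries the correlation averaged -0.50, with a range from -0.52 to -0.48. With different senEC libraries in the 2 comparisons, the mean over the 6 ways to divide them was 0.07, and the single ways ran from -0.09 to 0.35, while simulated unchanged groups gave 0.00. These ways set unlike replicate numbers against each other. The effect of the number then enters both differences with the same sign and raises the correlation, and the simulations hold no such effect. Differences between libraries of the same number ran from -0.25 to 0.03. The 0.07 therefore cannot show that an opposing effect is absent. With each library left out in turn the correlation between the comparisons that share libraries ranged from -0.73 without senEC replicate 1 to -0.34 without EGCG-treated senEC replicate 1. The paper reasons from the enrichment of the inflammatory and metabolic gene sets in co-culture with senECs, and from their depletion in co-culture with EGCG-treated senECs, to the effect that senECs have on THP1 monocytes and to the part of it that EGCG opposes.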

Overall, these results indicate that senECs enhance inflammatory response and oxidative phosphorylation pathways of THP1 monocytes, while EGCG treatment partially counteracts this effect.

### 3.4 Characterization of EVs

We isolated EVs from control ECs (EC-EVs), senECs (senEC-EVs), or EGCG-treated senECs (tsenEC-EVs) via ultracentrifugation from conditioned media. To confirm that these nanoparticles were EVs, we performed nanoparticle tracking analysis (NTA), cryo-EM and western blot (MISEV2023) (49). Quantitative and morphological characterization of EVs was conducted using NTA and cryo-EM (Figure 4A–D). SenECs yielded more EVs (senEC-EVs) than control ECs (EC-EVs) (Figure 4B), with no discernible difference in particle size (Figure 4C). Notably, EGCG treatment did not alter the production or size of particles compared to untreated senECs (Figure 4B,C). As per MISEV guidelines, western blot confirmed the presence of standard EV markers including Alix, CD9, CD63, and CD81, and the absence of calnexin EVs (Figure 4E, Supplementary Figure 5).

**Figure 4:**
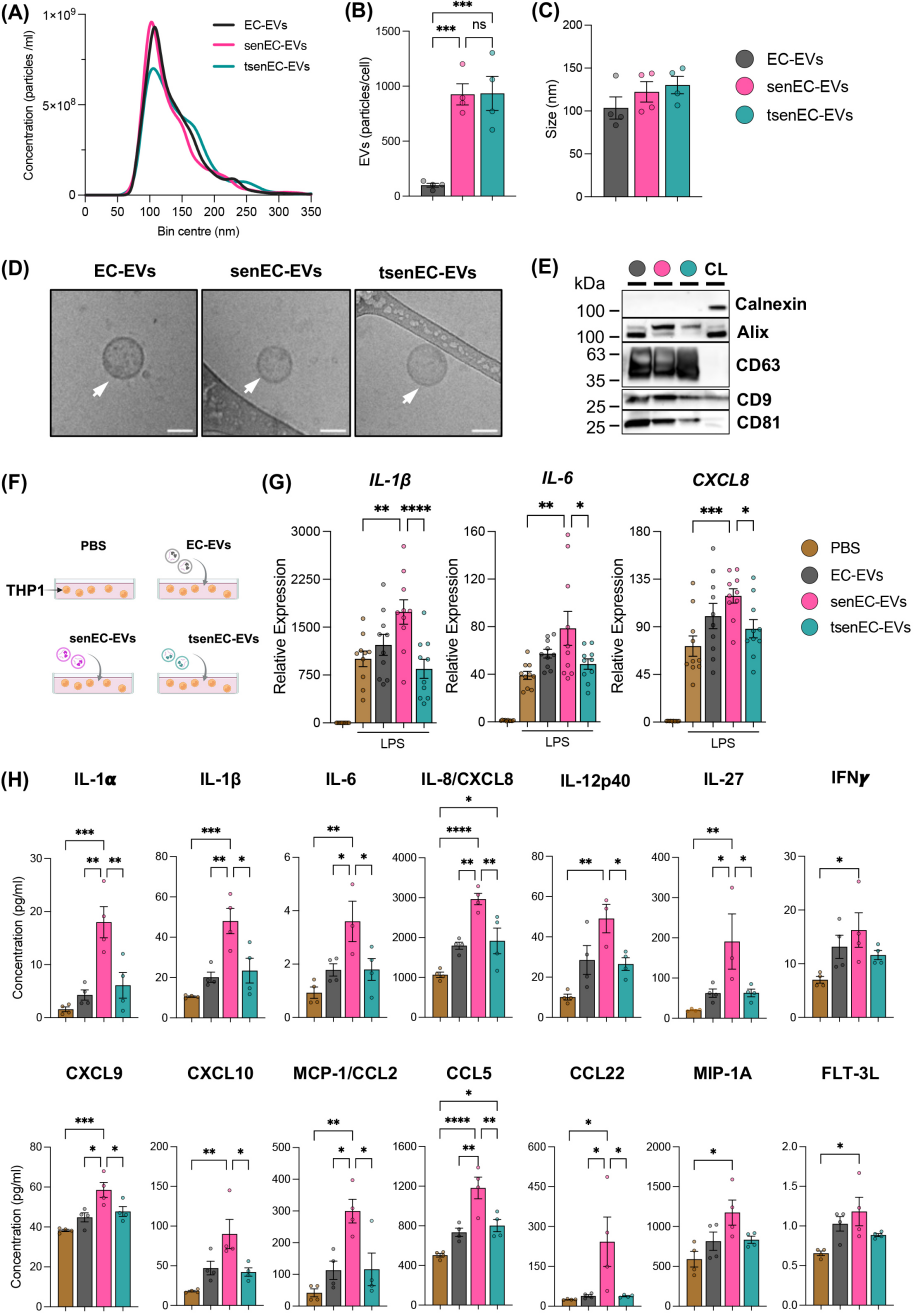
Proinflammatory response of recipient monocytes is differentially modulated by senescent EC-EVs depending on EGCG treatment. **(A)** Nanoparticle tracking analysis (NTA) of EVs isolated from media of control ECs (EC-EVs), senECs (senEC-EVs), and EGCG-treated senECs (tsenEC-EVs) by ultracentrifugation. Quantification of **(B)** EV particles per cell and **(C)** the mode particle size. **(D)** Cryo-EM of EVs isolated from control ECs, senECs, and EGCG-treated senECs supernatant. Arrows indicate EV structures. Scale bar = 50 nm. **(E)** Western blot depicting EV markers [positive (CD63, CD9, CD81 and Alix) and negative (Calnexin)] in EV lysates (EC-EVs, senEC-EVs and tsenEC-EVs) and HUVEC cell lysate (CL) control. **(F)** Schematic of direct EV (PBS, EC-EVs, senEC-EVs, tsenEC-EVs) exposure (24 h) to monocytes (THP1). **(G)** The effect of EVs (EC-EVs, senEC-EVs, tsenEC-EVs) on THP1 cells was assessed by measuring the transcriptional expression of proinflammatory genes in THP1 cells after 2 h of LPS stimulation, using qRT-PCR. Pro-inflammatory markers include *IL-1β*, *IL6*, and *CXCL8*. Data are normalized to the *GAPDH* reference gene. Results are reported as the fold change relative to THP1 (PBS-treated and without LPS treatment). **(H)** Concentration of cytokines/chemokines (IL-1α, IL-1β, IL-6, IL-8, IL-12p40, IL-27, IFNγ, CXCL9, CXCL10, MCP-1/CCL2, CCL5, CCL22, MIP-1A and FLT-3l) in culture media from THP1 cells across all treatment conditions was quantified using human cytokine and chemokine array. Data are presented as mean ± SEM. *n* = 4–5 independent experiments. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### 3.5 Senescent EC-EVs induce a pro-inflammatory phenotype in monocytes that can be mitigated by EGCG

To elucidate the role of EVs in the interaction between ECs and THP1 monocytes, THP1 cells were exposed to different EVs (EC-EVs, senEC-EVs, or tsenEC-EVs) or PBS control for 24 h (Figure 4F). THP1 cells were stimulated with LPS for 2 h after EV treatment. Monocytes exposed to EC-EVs showed no changes in *IL-1β*, *IL6*, or *CXCL8* mRNA expression levels compared to the PBS-treated control cells while exposure to senEC-EVs resulted in significantly increased *IL-1β*, *IL6*, and *CXCL8* mRNA expression (Figure 4G). Interestingly, exposure to tsenEC-EVs significantly reversed the increased *IL-1β*, *IL6*, and *CXCL8* mRNA expression (by 1.7-fold, 2-fold, and 1.7-fold respectively), reverting back to the levels observed in non-senescent EC-EVs-exposed monocytes and PBS-treated controls (Figure 4G).

To further determine the role of EVs on the pro-inflammatory response of THP1 cells, we measured pro-inflammatory cytokine and chemokine production (Figure 4H). Exposure to senEC-EVs increased pro-inflammatory cytokine and chemokine (e.g., IL-1α, IL-1β, IL-6, IL-8, IL-12p40, IL-27, IFNγ, CXCL9, CXCL10, MCP-1/CCL2, CCL5, CCL22, MIP-1A and FLT-3l) protein secretion from monocytes compared to PBS-treated control cells. In contrast, exposure to tsenEC-EVs mitigated these effects, with secretion of several cytokines and (e.g., IL-1α, IL-1β, IL-6, IL-8, IL-12p40, IL-27, CXCL9, CXCL10, MCP-1/CCL2, CCL5, and CCL22) reversed back to levels secreted by PBS-treated monocytes or monocytes exposed to non-senescent EC-EVs. Notably, EGCG reversed IL-1β, IL-6, and IL-8 by 2-, 2-, and 1.5-fold respectively. These findings suggest that EVs derived from senECs enhance LPS-induced activation in THP1 cells, indicating an increased pro-inflammatory effect. In contrast, EVs from EGCG-treated senECs mitigate this activation, maintaining monocyte activation at normal levels. Together, these data suggest that EVs from senescent ECs can transfer cargo to recipient monocytes capable of altering cellular profiles and promoting a pro-inflammatory response. Treatment of senescent ECs with EGCG appears to counteract this pro-inflammatory effect, limiting monocyte activation and response to LPS stimulation.

## 4 Discussion

This study demonstrates that senescent ECs communicate with monocytes to increase pro-inflammatory activity, and that EGCG supplementation of ECs can reverse this proinflammatory communication. An increase in monocyte inflammation has implications for age-related diseases, which underlie atherosclerosis and other cardiovascular pathologies. Our results indicate that EGCG mitigates senescence-associated phenotypes in ECs and increases the production of anti-inflammatory cytokine/chemokines from senescent ECs. Furthermore, monocytes co-cultured with EGCG-treated senescent ECs exhibited reduced pro-inflammatory responses compared to those with untreated senescent ECs, indicating that EGCG treatment restricts monocyte activation induced by the secretome of senescent ECs that enhance inflammation. Notably, senescent ECs elevate monocyte gene expression in various pathways related to inflammation and oxidative phosphorylation, but EGCG treatment can halt this gene expression; thus, these data demonstrate that EGCG treatment can reverse EC senescent programming and restore homeostatic EC-monocyte communication. Moreover, senescent ECs produced more EVs than control ECs. We showed that EVs from senescent ECs enhance LPS-induced pro-inflammatory activation in monocytes, while EVs from EGCG-treated senescent ECs mitigate this activation, maintaining monocyte activation at normal levels. Overall, these data suggest that EGCG appears to have a senomorphic effect on senescent ECs, impacting their secretome—including EVs—leading to reversal of the increased monocyte activation and inflammation induced in response to co-culture with senescent ECs. Reversal of endothelial senescence and restoration of homeostatic EC-monocyte crosstalk by EGCG should be explored further in the context of age-related diseases.

Etoposide was used for this study due to its well-established role in inducing senescence by targeting DNA double-strand breaks (50, 51), making it an ideal tool for investigating senescence-related processes. Our study showed Etoposide-induced a senescent phenotype in ECs. EGCG, a compound that influences numerous molecular pathways, has potential benefits in treating various diseases such as cancer, neurological, cardiovascular, respiratory, and metabolic disorders (52). SASP factors such as pro-inflammatory and immune-modulatory cytokines, chemokines, proteases, and growth factors change during cellular senescence (48). Numerous pro-inflammatory cytokines and growth factors, including GM-CSF, IL-1, and IL-6 and anti-inflammatory cytokines such as IL-4 and IL-13 are produced by senescent cells (48, 53). Here, we demonstrated that EGCG treatment in senescent ECs reduces senescent markers, including SASP. We also evaluated the efficacy of two other senolytic/senomorphic agents, quercetin and resveratrol, in mitigating EC senescence. However, EGCG exhibited superior anti-senescent efficacy compared to alternative agents within our experimental model (Supplementary Figure 2).

Our data indicate that senescent ECs increase pro-inflammatory factors and decrease anti-inflammatory factors, a shift reversed by EGCG treatment, suggesting its immunomodulatory impact in endothelial senescence. EGCG has senolytic and senomorphic effects through various mechanisms (38, 39). EGCG inhibits the premature senescence of preadipocytes by suppressing the PI3K/Akt/mTOR pathway and promotes senescent cell death through the modulation of the Bax/Bcl-2 pathway (38). Additionally, EGCG exhibits senomorphic effects by reducing SASP via the activation of SIRT3 in preadipocytes (39). Our findings demonstrate that EGCG treatment significantly reduced all indices of senescence compared to senescent ECs (Figure 1A–D). Compared to non-senescent controls, EGCG fully reversed most but not all markers back to baseline, implying senomorphic potential and in keeping with other emerging senomorphics that dampen the spectrum of SASP (54). Consistent with earlier findings (8), our data showed a decrease in pro-inflammatory responses in monocytes co-cultured with untreated ECs. Specifically, EVs from untreated ECs inhibited the activation of proinflammatory markers (such as IL-12p40, IL-23p19, TNF-α, and IL-1β, while promoting the expression of markers associated with anti-inflammatory response (such as IL-10, MRC1, and TGF-β). We demonstrate for the first time that senescent ECs communicate with monocytes, resulting in increased pro-inflammatory responses in co-cultured monocytes, which can be mitigated by treating senescent ECs with EGCG. Other studies have shown the biological effects of EGCG in targeting molecular pathways governing inflammation and oxidative stress (52). Our results showed a similar effect: EGCG treatment of senescent ECs alters communication with monocytes to suppress the activation of inflammatory pathways and oxidative phosphorylation compared to non-treated senescent ECs. Others have demonstrated that EGCG downregulates several components of the TNF-α-induced NF-κB signalling pathway, thereby reducing the inflammatory response in ECs (55). Additionally, EGCG can protect vascular ECs from oxidative stress-induced damage by modulating the autophagy-dependent PI3K-AKT-mTOR pathway (44). Our findings, together with previous studies, suggest that EGCG can influence these pathways in senescent ECs, altering their communication with monocytes and resulting in decreased activation of inflammatory pathways and oxidative phosphorylation. Previous studies have demonstrated that ECs-EVs modulate the monocyte/macrophage phenotype (8, 28–31). Here, we have shown for the first time how senescent ECs communicate differently with monocytes through EC-EVs. Our results show that exposure to senescent EC-EVs increases the pro-inflammatory response in monocytes, while EVs from EGCG-treated senescent ECs restore this response to baseline levels. ECs have been shown to release different EV cargo (e.g., miRNA, protein) when they undergo senescence (56–58), and that these can propagate senescence to recipient ECs (56, 59). Other work has demonstrated that EVs derived from senescent vascular smooth muscle cells are carriers of SASP components and can influence monocyte inflammatory responses (60). Our data indicate that although EGCG treatment does not alter the size or number of EVs produced by senescent ECs, it significantly reduces monocyte activation responses. Further studies are needed to confirm whether senEC-EVs specifically carry SASP-associated cytokines and chemokines and to explore the modulatory effects of EGCG on EV composition and function.

A limitation of this study is the use of a drug (Etoposide)-induced model, which offers rapid induction of senescence. While this approach effectively activates senescent programming in ECs, it may not fully represent the complex and multifactorial processes involved in senescence associated with natural aging. As a DNA-damaging agent, Etoposide may also activate non-senescent stress responses in ECs. Alternative approaches, such as replicative senescence models or oxidative stress-induced senescence models, could provide a more comprehensive understanding of these processes. There are other markers of senescence that could be tested in future experiments. We utilized HUVECs and THP1 cells in this study, acknowledging that while HUVECs may not capture the diverse characteristics of ECs from various vascular beds, and THP1 cells may not fully replicate the behavior and heterogeneity of primary human monocytes *in vivo*, both cell lines provide reliable *in vitro* data. Their established roles in cell biology allow for meaningful comparisons with existing research. A fundamental limitation of working with EVs is the difficulty in ensuring the purity and consistency of isolated EV populations, as contaminants like proteins or other vesicle types can interfere with experimental results. Additionally, the heterogeneity of EVs in size, cargo, and function can make it challenging to draw definitive conclusions about their specific roles in cell signalling or disease processes. Finally, future work could explore the EV cargo released from senescent ECs and specifically determine how this cargo is altered by treatments that reverse senescent programming.

CVDs and atherosclerosis are global health issues significantly impacted by aging (61). One of the primary contributors to these conditions is monocyte inflammation and oxidative phosphorylation (62, 63). This study suggests a potential contribution of senescent ECs to this process. Here, we present *in vitro* data indicating that EGCG treatment mitigates the senescent EC secretome contributing to underlying processes that can be associated with CVD and atherosclerosis, positioning it as a potential therapeutic agent. Interestingly, EGCG does have direct effects on ECs, where it has been shown to scavenge reactive oxygen species and exert antiangiogenic, and antithrombotic effects in a murine tumor model (64). Investigating how EGCG-treated senescent ECs affects other monocyte functions, such as adhesion and migration, is a crucial next step in evaluating its potential as a therapeutic agent for age-related diseases like atherosclerosis. As previously shown in a study from our lab, identifying alterations in EV cargo can facilitate new therapeutic discoveries (28); thus, further investigation is necessary to determine how EGCG may modulate EV cargo, including proteins and miRNAs, in the context of developing age-related disease therapies.

With this study, we begin to understand how aging affects intercellular communication within the hemothelium and the potential role of senescent EC-EVs in age-related diseases. This study determined the inflammation mediating impact of EGCG on senescent EC-monocyte communication. We anticipate that EGCG treatment can reduce senescent EC-EV-induced monocyte dysfunction, which can be beneficial in the development of new strategies to interrupt or mitigate senescence. Carefully designed *in vivo* studies will ultimately be required to test the therapeutic utility of EGCG for age-related vascular diseases.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus, reference number GSE286438.

# Supplementary material for: Epigallocatechin gallate (EGCG) modulates senescent endothelial cell-monocyte communication in age-related vascular inflammation
**Source:** Front Cardiovasc Med. 2025 Jan 21;11:1506360. doi: 10.3389/fcvm.2024.1506360
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

**Supplementary Table 1. Primers list for the qRT-PCR.**

**Supplementary Figure 1. Effects of Etoposide on HUVECs to induce senescence.** HUVECs were treated with Etoposide (10µM) for 6h, 12h and 24h to induce senescence. **(A)** Representative cellular morphology and SA-β-gal staining of HUVECs under various conditions - (i) No treatment (control), (ii) Treated with Etoposide (10µM) for 6h, 12h, and 24h (senescence). **(B)** qRT-PCR analysis of senescence-related genes *CDKN1A*, *CDKN2A*, *CDKN2B*. **(C)** qRT-PCR analysis of senescence-associated secretory phenotype (SASP)-related genes *CXCL8*, *IL6*. Data are given as ± SEM. n=3. Statistical analysis was performed using the unpaired t-test. NT, no treatment; ns, not significance; **p <* 0.05, ***p <* 0.01, ****p <* 0.001 and *****p <* 0.0001.

**Supplementary Figure 2. Effects of senotherapeutics on senescent HUVECs.** HUVECs were treated with Etoposide (10µM) for 24h to induce senescence, followed by treatment with or without Quercetin (5µM), Resveratrol (10µM), or EGCG (100µM) for 24h. **(A)** Representative cellular morphology and SA-β-gal staining of HUVECs under various conditions - (i) No senotherapeutics, Treated with (ii) Quercetin (5µM), (iii) Resveratrol (10µM), or (iv) EGCG (100µM). **(B)** Quantification of the percentage of SA-β-gal positive HUVECs. **(C)** qRT-PCR analysis of senescence-related genes p21, p16, p15. **(D)** qRT-PCR analysis of senescence-associated secretory phenotype (SASP)-related genes *CXCL8*, *IL6*. **(E)** qRT-PCR analysis of adhesion-related markers, including the genes *SELE*, *VCAM1* and *ICAM1*. Data are given as ± SEM. n=3. Two-way ANOVA with a Tukey’s multiple comparison test; **p <* 0.05, ***p <* 0.01, ****p <* 0.001 and *****p <* 0.0001.

**Supplementary Figure 3. Effect of EGCG treatment on the communication between senescent HUVECs and monocyte inflammatory gene profile.** The impact of co-culturing THP1 cells with HUVECs for 24h was further assessed using RNA sequencing of THP1 cells. **(A)** Heatmap showing the expression profiles of pro-inflammatory genes. Gene expression was assessed across different experimental conditions to evaluate changes in inflammatory responses. Expression values are represented as colours and range from Yellow (high expression), green (moderate), to dark blue (lowest expression). Enrichment plots of inflammation-related gene sets comparing.

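The heatmap of Supplementary Figure 3 extends that of Figure 3B to a larger group of inflammatory genes, with 1 colour per gene and sample. The paper's methods describe such heatmaps as z-scores of FPKM, a scale on which each gene is centred on its own mean and divided by its own SD over the samples. A colour therefore shows how the samples lie relative to each other for a gene and not the fold change, and a gene with few counts weighs as much as an abundant one. In the deposited counts, the 3 libraries of each group were spread widely for the inflammatory response list: its score had an SD of 0.30 in mono-culture, 0.33 with control ECs, 0.36 with senECs and 0.32 with EGCG-treated senECs. The largest difference between the group means was 0.20, between senECs and mono-culture (two-sided exact permutation test, p = 0.6). The score rose with the replicate number in all 4 groups, and this test takes no account of that number. For senECs against control ECs, fry gave this list an adjusted p of 0.0867 with a replicate block. With replicates 3 and 5 joined it was 0.022. Both fits were chosen after the data were seen.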

**Supplementary Figure 4. Gene set enrichment analysis (GSEA) results of comparison between THP1 co-cultured with different HUVECs.** RNA-Seq was performed on samples collected after 24h co-culturing THP1 cells with different HUVECs (control, senescent and EGCG treated senescent). Results of GSEA Hallmark analysis showing enriched gene sets **(A)** in THP1 cells co-cultured with senescent HUVECs vs. control HUVECs **(B)** THP1 cells co-cultured with EGCG-treated senescent HUVECs vs. senescent HUVECs. Bars in blue indicate significant enrichment at adjusted P value < 0.05, bars in red represent gene sets with adjusted P value < 0.05.

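The bars of Supplementary Figure 4 show normalized enrichment scores of Hallmark sets. The lists used in their place differ from these sets in their genes, so the values here are not those of the figure. Between senECs and control ECs, the NES was 2.99 for the proteasome list (31 genes, adjusted p = 5.8e-13 from fgsea's gene permutation), 2.38 for the 13 genes of the respiratory chain encoded by mitochondrial DNA (adjusted p = 7.08e-06), 1.58 for the G2/M phase list (adjusted p = 0.016), 1.38 for the glycolysis and hypoxia list (adjusted p = 0.0865), 1.10 for the interferon list (adjusted p = 0.313), -0.91 for the endothelial list (adjusted p = 0.608) and -1.35 for the S phase list (adjusted p = 0.0946). For EGCG-treated senECs against senECs, the NES was -2.48 for the proteasome list (adjusted p = 3.07e-07 from fgsea's gene permutation), -1.57 for the G2/M phase list (adjusted p = 0.0304), -1.54 for the glycolysis and hypoxia list (adjusted p = 0.0629), -0.99 for the mitochondrial DNA list (adjusted p = 0.553), 1.23 for the endothelial list (adjusted p = 0.232), 1.45 for the S phase list (adjusted p = 0.0721) and 1.60 for the cholesterol synthesis list (adjusted p = 0.0304). The proteasome list lost the threshold without senEC replicate 5 (NES 1.07) and without EGCG-treated senEC replicate 1 (NES -1.52). The cholesterol synthesis list lost it without control EC replicate 2 (NES 1.56), senEC replicate 1 (NES 1.28), senEC replicate 5 (NES 1.52), EGCG-treated senEC replicate 1 (NES 1.44) or EGCG-treated senEC replicate 2 (NES 1.00). Between senECs and control ECs, the interferon list passed the threshold without control EC replicate 3 (NES 1.87) and turned its sign without control EC replicate 1 (NES -0.84) or senEC replicate 5 (NES -1.04). The mitochondrial DNA, G2/M phase, S phase, glycolysis and hypoxia, and endothelial lists were not tested with single libraries left out.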

**Supplementary Figure 5. Western blot analysis of EC-EV markers. (A)** Schematic of the Western blot gel used to analyze EV markers, outlining the process for cutting the gel and probing with different antibodies for analysis. **(B)** Images of western blot analysis of different markers of EVs (positive: Alix, CD63, CD81, CD9 and negative: Calnexin)

How the deposited data were processed for this re-analysis (not part of the article)

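The measurements are RNA-sequencing counts of THP1 monocytes in 4 groups of 3 libraries: mono-culture and co-culture with control ECs, with senECs or with EGCG-treated senECs. The authors deposited raw read counts per gene symbol, made from cleaned reads aligned with HISAT2, without normalization. All 12 libraries with a described sample were used, grouped by the sample labels. A further 4 columns of the count table match no described sample, so that their condition is not known, and they were left out. In its name, 1 of them carries the prefix of the senEC columns and the number 3, but no description states its condition. The replicate numbers were taken as numbers only, and no library was pooled. Of the 58735 rows, 23968 had no count in these libraries. A symbol was shared by several rows for 175 symbols (1741 rows, 0.179% of the counts), and each row was kept as its own gene. Lengths came from GENCODE release 29 (Ensembl release 94, GRCh38) for the 56994 rows with 1 gene model.

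The median total over the 12 libraries was 18153783 counts. With 3 libraries per group, a test of a single value by exact permutation cannot go below p = 0.1, so genes were tested with models fitted across all genes. The main test was edgeR 4.0.16 (quasi-likelihood, TMM normalization, Benjamini-Hochberg adjustment) in R 4.3.3 with all 12 libraries in 1 model and no term besides the group. It covered the 25873 genes with a total of at least 10 counts, at an adjusted p of 0.05 with no minimum fold change. Standard errors of log2 fold changes are the fold change divided by the square root of edgeR's F. Comparisons were made among the 3 co-cultures and of each co-culture with mono-culture, 6 in all. CPM values use TMM library sizes, and log2 CPM adds a pseudocount of 2. Scores of lists use the genes with at least 10 counts in every library. FPKM used these lengths, and a gene counted as expressed at a mean FPKM above 1.

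Gene sets were tested with fgsea 1.28.0 on DESeq2 1.42.0 Wald statistics, and with camera and fry of limma 3.58.1. The 13 lists tested cover TNF-NF-κB signalling, inflammatory response, oxidative phosphorylation, its genes on mitochondrial DNA, reactive oxygen species, interferon response, glycolysis and hypoxia, cholesterol synthesis, the proteasome, the cytosolic ribosome, S phase, G2/M phase and endothelial transcripts. The S phase and G2/M phase lists are those that come with Seurat, and the others were written by hand. A list of 10 reference genes, the 17 genes of Figure 3B and the 5 genes of Figure 2B were kept apart from these tests. Adjusted values of a list cover the 13 lists of 1 comparison. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, except for the alternatives named in the closing section as chosen later. The rule names the genes of Figures 2B and 3B and, in the comparisons of senECs with control ECs, EGCG-treated senECs with senECs and control ECs with mono-culture, up to 3 called genes per direction with the largest change, a mean of at least 1 CPM and no overlap between the groups. Fold changes are printed for a few of these genes.

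The alternatives were DESeq2's test, its size factors in edgeR, all genes with a count, at least 10 counts in every library, edgeR's own filter, only the 6 libraries compared, a replicate block, an offset for gene length, other rules for expressed genes, other rankings and tests for the lists, and each library left out in turn. Tested on simulated data of 25025 genes with 200 genes changed 2-fold, edgeR recovered 184 with 21 false calls and DESeq2 recovered 194 with 30 false calls. A planted list of 80 genes changed 1.5-fold was found by fgsea and by fry, and of 13 unchanged lists fgsea called 1 and fry 0. Changes were planted only in genes with many counts, and the simulated libraries held no replicate effect and no correlation between genes. These tests therefore do not give the power for genes with few counts, for smaller changes or for correlated lists such as those here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.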

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

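Leaving out each library was set in advance, but its use in this part as a test of a single library behind a list, the tests with replicates 1 and 2 of each group, the tests of a trend for the cholesterol and ribosome lists, and the 3 tests on the genes shared by the co-cultures were chosen only after the results were seen.

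The paper compares inflammation-associated genes with mono-culture. Against mono-culture, 37 genes differed with control ECs, 80 with senECs and 55 with EGCG-treated senECs at an adjusted p under 0.05, and 18 genes were called in all 3 comparisons, 17 higher and 1 lower (CD1D), with log2 fold changes from -0.68 to 2.20. Among the 17, STAT3, MUC1 and PARP9 are named here after their values were seen. In each of the 3 comparisons the real split of the 6 libraries gave the most genes of the 10 possible, where the other 9 gave at most 1, 0 and 1 and simulated unchanged groups at most 5, 6 and 5 over 20 simulations. A share of splits under 0.1 is not possible with 3 against 3. The comparisons share the mono-culture libraries, but simulated unchanged groups that share them gave at most 0 genes called in all 3 over 20 simulations. A trend with gene length is argued against by the 18 genes still called in all 3 with the gene length offset. RNA from the endothelial cells is argued against by the summed CPM of 13 endothelial genes that mono-culture expresses under 1 CPM, which rose by at most 0.655 CPM, while the shared genes that rose gained 686 CPM or more in sum. With single libraries left out, between 9 (without mono-culture replicate 3) and 17 (without senEC replicate 1) of the 18 were called in all 3. An effect of co-culture stays open as a hypothesis, as does any difference in handling between mono-culture and co-culture, which the design does not separate and which was not tested.

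The cholesterol synthesis list, which the paper does not discuss, was depleted with senECs against control ECs (NES -2.167, adjusted p = 1.68e-05 from fgsea's gene permutation), with 18 of 22 genes lower. Its score was 0.07 ± 0.07 (SD, n = 3) with control ECs and -0.11 ± 0.06 with senECs (exact permutation test, p = 0.1, the smallest possible). By fry, which uses the spread between libraries, the adjusted p was 0.475. A single library as the whole cause is argued against by the NES closest to 0 with each library left out, -1.681 without senEC replicate 1, and by the scores, which stayed apart between the groups in all 6 fits that left out 1 of their libraries (smallest difference -0.1577, pooled SD 0.0682). A trend with expression level and gene length is argued against by the median log2 fold change of -0.1965 in the genes with a length, below the central 95% of 10000 matched random lists (-0.01 to 0.12). The matched lists take genes as independent, while those of this list had a mean correlation of 0.189 between libraries. An effect of senECs may underlie the change, but it was found and tested on the same libraries, and a difference in handling was not tested.

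The interferon list was enriched with EGCG-treated senECs against senECs (NES 2.512, adjusted p = 4.66e-08 from fgsea's gene permutation). Without EGCG-treated senEC replicate 5 the NES was -1.58, in the opposite direction, though the library of replicate 3 or 5 had the highest score in all 4 groups, so that this leaves the groups unbalanced. With replicates 1 and 2 of each group the NES was 1.146 (adjusted p = 0.559 from fgsea's gene permutation). The score of that library was 0.83 where the other 11 libraries ran from -0.34 to 0.29. The enrichment is consistent with 1 unusual library. What set this library apart was not tested, and an effect of EGCG stays open, as the score was also higher in EGCG-treated senEC replicate 2 (0.1739) than in senEC replicate 2 (-0.0928), but lower in replicate 1 (-0.293 and -0.0881).

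The cytosolic ribosome list had a NES of 3.706 with senECs against control ECs and -3.409 with EGCG-treated senECs against senECs. Its score was 0.51 in senEC replicate 5 and between -0.26 and 0.14 in the other 11 libraries. Without this library the NES was 1.682 for EGCG-treated senECs against senECs, in the opposite direction, so the depletion is consistent with 1 library. For senECs against control ECs it was 1.595 (adjusted p = 0.0139 from fgsea's gene permutation), but the scores then differed by 0.0387 with a pooled SD of 0.162. When only replicates 1 and 2 of each group were used, which also leaves out control EC replicate 3, the NES was 3.121 (adjusted p = 1.25e-17 from fgsea's gene permutation) and the scores differed by 0.1399 with a pooled SD of 0.093, without overlap in 2 libraries against 2. As these values differ with the libraries left out, this library as the whole cause stays open there. The same library also had the highest proteasome score (0.38) and reference gene score (0.32), and in it the shortest genes stood at 0.20 and the longest genes at -0.11 relative to the 12 libraries on the log2 scale. A trend with expression level and gene length as the whole cause is argued against by the medians of 0.2448 and -0.1926 in its 75 genes with a length, outside the central 95% of 10000 matched random lists (0.13 to 0.18 and -0.08 to -0.05), and with the gene length offset the NES was 3.47 and -3.259. The matched lists had medians of 0.1517 and -0.063, so part of both shifts goes with this trend. They take genes as independent, while those of this list had a mean correlation of 0.892. Other effects of RNA quality or library preparation and a biological difference of that replicate stay open, and neither was tested.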

How the results depend on the processing

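The alternatives that use replicates 1 and 2 of each group, the gene length offset with the lists ranked by the signed root of edgeR's F, the block with replicates 3 and 5 joined, fry with either block, and the differences between libraries of the same number were chosen after the data were seen. For 39 results, 623 alternatives were run. Among the main values of comparisons and the alternatives set in advance that leave out no library, 87 kept their direction and side of the threshold, 31 moved, 7 became weaker and 3 reversed. Among single named genes, 65 kept them, 2 became weaker and 1 reversed. Except where a sentence below says otherwise, the cause of a change was not tested.

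DESeq2 called 120 genes with control ECs, 347 with senECs and 230 with EGCG-treated senECs against mono-culture, and 0 in the comparisons between co-cultures, as edgeR did. It called all 37 and 80 of edgeR's genes for control ECs and senECs, and 53 of 55 for EGCG-treated senECs. With all genes with a count, 114 genes were called for senECs against control ECs, 14 for EGCG-treated senECs against senECs, 43 for EGCG-treated senECs against control ECs, and 223, 588 and 377 against mono-culture in the order above. With at least 10 counts in every library, 36 genes were called for EGCG-treated senECs against mono-culture. With only the 6 libraries compared, 52 were called for control ECs, 20 for senECs and 35 for EGCG-treated senECs against mono-culture. With replicates 1 and 2 of each group the counts were 1 (RN7SL2) for senECs against control ECs and 22, 17 and 22 against mono-culture, again from fewer samples.

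A replicate block, which takes libraries of the same number as paired, gave 153 genes for senECs against control ECs, 13 for EGCG-treated senECs against senECs, 34 for EGCG-treated senECs against control ECs, and 469, 709 and 424 against mono-culture. The block with a gene length offset gave 144, 18 and 48 genes, and 593, 822 and 540. With the block, IL6 rose by 0.1018 on the log2 scale with senECs against control ECs in place of a fall, and the inflammatory response list turned to a NES of -0.89 with EGCG-treated senECs against senECs (adjusted p = 0.7514 from fgsea's gene permutation). The paper does not say whether the numbers pair the libraries. After the group means were removed, pairs of libraries with the same number correlated from 0.38 to 0.48 for number 1 (6 pairs), from 0.03 to 0.27 for number 2 (6 pairs), at 0.36 for number 3 and at 0.29 for number 5. Number 3 correlated with number 5 from 0.30 to 0.48 (4 pairs), so the third libraries of the groups also deviated together, while the other 36 pairs of different numbers ran from -0.48 to 0.17. Only 2 of the 6 pairs of number 2 were above 0.1. As pairing was taken to need this of every pair, the numbers were not taken as pairs, and the block is an alternative. This rule cannot exclude pairing. Deviations are taken from the mean of a group, so where values rise with the number, number 2 lies in the middle and deviates little. Its pairs can then correlate weakly even if made together. Counts with and without the block are therefore both given, and which applies is not decided. The number does order some results: the scores of the TNF-NF-κB, inflammatory response, and glycolysis and hypoxia lists rose from number 1 to number 3 or 5 in all 4 groups (exact permutation test over 1296 orders, p = 0.00463, adjusted over the 13 lists 0.0201), as did 7 of the 17 genes of Figure 3B, where chance gives 0.0131. Of the 25873 genes, 2486 differed between replicate numbers.

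A replicate block with replicates 3 and 5 joined was chosen after the data were seen, from the correlations above, so its counts may be too high. It gave 268 genes for senECs against control ECs, 1 for EGCG-treated senECs against senECs (S100A8), 60 for EGCG-treated senECs against control ECs, and 400, 1407 and 782 against mono-culture. The median of the Figure 3B list was 0.197 for senECs against control ECs with this block, and fgsea moved none of the 8 results of lists. With the joined block, fry called 2 of the 13 lists for senECs against control ECs, the inflammatory response list (adjusted p = 0.02204 from fry), which rose, and the cholesterol synthesis list, which fell. The adjusted p from fry was 0.1256 for the TNF-NF-κB list, 0.2133 for the oxidative phosphorylation list and 0.1256 for the reactive oxygen species list, and with the block by number it was 0.2789, 0.3845 and 0.2789, and 0.08666 for the inflammatory response list. For EGCG-treated senECs against senECs, fry called 0 lists with either block. The adjusted p of both the oxidative phosphorylation and the reactive oxygen species list was 0.5481 with the joined block and 0.6385 with the block by number. The inflammatory response list then pointed down (adjusted p = 0.7721 and 0.746 from fry).

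The genes expressed only in 1 co-culture numbered 859, 289 and 445 (control ECs, senECs, EGCG-treated senECs) at a mean FPKM above 0.5. At a mean CPM above 1 they numbered 299 with control ECs and 96 with senECs, and at an FPKM above 1 in every library 339 with control ECs. The threshold itself changes these counts.

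For senECs against control ECs, fry gave an adjusted p of 0.8447 for the TNF-NF-κB list, 0.8447 for the inflammatory response list, 0.4754 for the oxidative phosphorylation list and 0.4754 for the reactive oxygen species list, and with at least 10 counts in every library the inflammatory response list had 0.5374 from fgsea's gene permutation. For EGCG-treated senECs against senECs, fry gave 0.8983 for the oxidative phosphorylation list and 0.8983 for the reactive oxygen species list. With replicates 1 and 2 of each group both lists had an adjusted p of 0.7256 from fgsea's gene permutation, with a NES of 1.05 and -1.03. The TNF-NF-κB list had an adjusted p of 1 and a NES of 0.34 with at least 10 counts in every library. Its NES was 0.52 with only the 6 libraries compared and 0.49 with the gene length offset, with the same adjusted p. With the replicate block it was -1.268 (adjusted p = 0.0729 from fgsea's gene permutation). With replicates 3 and 5 joined it was -1.22 (adjusted p = 0.107 from the same test). Its sign therefore depends on the processing, and it passed the threshold in none of these. With replicates 1 and 2 the genes of Figure 3B highest with senECs numbered 5. The correlation of the senEC effect with the EGCG effect was 0.0677 with disjoint senEC libraries and -0.0696 between libraries of the same number with no library shared, which shows the part of the shared libraries in the main value. The 0.0677 is raised by unlike replicate numbers on the sides of each difference, and neither value excludes an opposing effect.

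Leaving out 1 library at a time gave 0 to 1 genes for senECs against control ECs, 0 to 0 for EGCG-treated senECs against senECs, 0 to 1 for EGCG-treated senECs against control ECs, 11 to 44 for control ECs, 19 to 255 for senECs and 12 to 100 for EGCG-treated senECs against mono-culture. The genes expressed only with senECs ranged from 138 to 256 and those only with EGCG-treated senECs from 213 to 394. The adjusted p of the lists for senECs against control ECs, from fgsea's gene permutation, ranged from 5.131e-27 to 1 (TNF-NF-κB), from 1.483e-15 to 1 (inflammatory response), from 7.927e-35 to 6.469e-08 (oxidative phosphorylation) and from 1.187e-05 to 0.1207 (reactive oxygen species). For EGCG-treated senECs against senECs it ranged from 7.953e-31 to 1, from 4.357e-16 to 1, from 2.743e-27 to 1 and from 1.192e-07 to 0.8441 in the same order by gene permutation. The median of the Figure 3B list ranged from -0.3485 to 0.752 and from -0.4551 to 0.3242, the number of its genes highest with senECs from 3 to 16 and the correlation from -0.7307 to -0.3443. Only some of the libraries at these ends are named beside the results. For senECs against control ECs, the TNF-NF-κB and inflammatory response lists had their lowest adjusted p without control EC replicate 3. The oxidative phosphorylation list had it without senEC replicate 2 and the reactive oxygen species list without senEC replicate 1. Where the values rise with the replicate number, as for the TNF-NF-κB and inflammatory response lists, leaving out 1 library also unbalances the groups.

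Among the named genes, the log2 fold change ranged from 1.8109 to 2.4302 for NRG1, from -1.9497 to -1.5023 for PACSIN1, from -1.6412 to -1.2768 for SPP1 and from -1.365 to -1.0453 for DNASE2 against mono-culture. For senECs against control ECs it ranged from -0.3485 to 0.752 for CXCL8, from -0.7759 to 1.184 for IL1B and from -1.2724 to 1.0597 for IL6, and for EGCG-treated senECs against senECs from -0.7292 to 0.429 for CXCL8, from -1.026 to 0.933 for IL1B, from -0.3902 to 1.0616 for IL6 and from -0.3379 to 0.6958 for IL12B. The depth limits the results for IL6 and CASP5, which had at most 14 and 20 counts per library.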

Differences from the paper's values

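The paper's 369, 177 and 245 genes can be read as genes expressed in 1 co-culture only, for which the numbers found here differ less than 1.5-fold from the paper's, or as genes changed against mono-culture. On the second reading the numbers here were 37 with control ECs against the paper's 369, 80 with senECs against the paper's 177 and 55 with EGCG-treated senECs against the paper's 245. Of the alternatives set before the data were examined, the replicate block gave 469 genes with control ECs, leaving out senEC replicate 1 gave 255 with senECs, and DESeq2 gave 230 with EGCG-treated senECs, each within 1.5 times the paper's value, and the other 20 in each group did not. A replicate block with replicates 3 and 5 joined, chosen after the values were seen, gave 400 genes with control ECs.

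For IL6 the paper reports 2-fold lower expression with EGCG-treated senECs than with senECs by qRT-PCR. In the RNA-sequencing the value was 0.9847-fold, from at most 10 counts per library in these groups. Of the alternatives set before the data were examined, leaving out senEC replicate 1 (1.31-fold) and leaving out senEC replicate 2 (1.18-fold) came within the replicate SD of the paper's value, and the other 8 did not.

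The paper states that co-culture with EGCG-treated senECs depleted the TNF and NF-κB and the inflammatory sets against senECs. Here the TNF-NF-κB list, written by hand, had a NES of -0.40 and the inflammatory response list a NES of 0.95, neither past the threshold. In the same order the NES was -1.268 and -0.891 with the replicate block. It was -1.22 and 0.91 with replicates 3 and 5 joined, again not past the threshold. The TNF-NF-κB list was depleted without EGCG-treated senEC replicate 5 (NES -3.17), senEC replicate 1 (NES -2.23) or senEC replicate 2 (NES -1.43), and the inflammatory response list without EGCG-treated senEC replicate 5 (NES -2.57) or senEC replicate 1 (NES -1.51). For both lists replicate 5 was the highest and replicate 1 the lowest library of these groups, so these fits compare unbalanced groups.

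The paper reports no set enriched with EGCG-treated senECs against senECs. Among the 13 lists here, those of interferon response and cholesterol synthesis were enriched. The interferon list was depleted without EGCG-treated senEC replicate 5 (NES -1.58), and with only the 6 libraries compared the cholesterol synthesis list was past the threshold no longer (adjusted p = 0.0568 from fgsea's gene permutation).

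The paper describes most inflammation-associated genes as higher with senECs than in the other 3 groups, and their profile with EGCG-treated senECs as close to that with control ECs. Here 9 of the 17 genes of Figure 3B had their highest mean with senECs, while NFKB1 and IL6 had theirs with EGCG-treated senECs, and 5 of the 17 lay closer to control ECs than to senECs after EGCG. Without senEC replicate 1, 16 of the 17 were highest with senECs.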

Other observations

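Leaving out each library was set in advance, but its use in this part as a test of a single library behind a list and the test with replicates 1 and 2 of each group were chosen only after the results were seen.

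Between the co-cultures, where 0 genes were called, all 10 of the 10 splits of the 6 libraries gave as many for senECs against control ECs, all 10 for EGCG-treated senECs against senECs and all 10 for EGCG-treated senECs against control ECs, which decides nothing with a count of 0. At an unadjusted p under 0.05, as many genes as in the real split (1709, 575 and 1177) were found in 2, 10 and 6 of the 10 splits. Most other splits put unlike replicate numbers on their sides, so their counts include the replicate effect and are no measure of chance. The largest, 3162, 2923 and 2863, were of this kind. With 3 and 5 taken as equal, the other splits balanced by number gave 518 to 1155, 776 to 965 and 824 to 852. These were picked after the data were seen, and they are too few to decide whether the co-cultures differ.

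The oxidative phosphorylation list rose with senECs against control ECs and fell with EGCG-treated senECs against senECs. A trend of the fold changes with expression level and gene length as the whole cause is argued against by the medians of 0.2381 and -0.1559 in its 78 genes with a length, since the central 95% of 10000 matched random lists ran from 0.11 to 0.18 and from -0.09 to -0.04. The matched lists themselves had medians of 0.1456 and -0.063, so part of both shifts goes with this trend. They take genes as independent, while the genes of this list had a mean correlation of 0.593 between libraries. Without senEC replicate 5 the NES was -0.439 for EGCG-treated senECs against senECs, so the fall is consistent with 1 library, whose score was 0.41 where the other 11 ran from -0.19 to 0.11. For senECs against control ECs the NES was still 2.383 without it, but the scores then differed by 0.075 with a pooled SD of 0.0913. When only replicates 1 and 2 of each group were used, which also leaves out control EC replicate 3, the NES was 2.841 (adjusted p = 2.45e-13 from fgsea's gene permutation) and the scores differed by 0.1233 with a pooled SD of 0.0741, without overlap in 2 libraries against 2. As these values differ with the libraries left out, that library as the whole cause stays open. By the spread between libraries neither comparison passed its threshold, and an effect of senECs stays open.

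The senEC libraries that both comparisons share can account for the opposite signs of the senEC effect and the EGCG effect across genes. Simulated unchanged groups that shared these libraries averaged a correlation of -0.4985. The value of 0.0677 with senEC libraries that are not shared cannot show that an opposing effect is absent. Those divisions mix replicate numbers, which raises the correlation. An opposing effect of EGCG on part of the genes stays open.

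RNA from the endothelial cells in the THP1 libraries was tested with a list of 23 endothelial genes, of which 18 entered the test, 10 had a mean above 1 CPM in mono-culture and 2 had no count. Its median log2 fold change against mono-culture was 0.07 with control ECs, -0.0709 with senECs and 0.10 with EGCG-treated senECs, and 0 of its genes were called in each. The summed CPM of the 13 genes under 1 CPM in mono-culture was 1.74 ± 0.0775 (SD, n = 3) in mono-culture, 2.39 ± 1.49 with control ECs, 1.55 ± 0.358 with senECs and 1.45 ± 0.339 with EGCG-treated senECs. CDH5 had 2 counts in total. These values argue against a sizeable share of endothelial RNA.

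For the genes that the paper measured by qRT-PCR (Fig. 2B), RNA-sequencing gave 1.09-fold lower IL1B and 1.15-fold lower CXCL8 with EGCG-treated senECs than with senECs, where the paper's values are 1.4-fold and 1.7-fold. IL12B had 2.06 ± 1.64 CPM (SD, n = 3) with control ECs, 2.10 ± 0.992 with senECs and 2.47 ± 1.44 with EGCG-treated senECs, and IL23A had 18.1 ± 9.20, 17.6 ± 9.81 and 17.4 ± 10.8 CPM. GAPDH, the reference gene, had 751 ± 9.78 CPM in mono-culture, 858 ± 68.4 with control ECs, 1057 ± 180 with senECs and 949 ± 97.95 with EGCG-treated senECs, and rose by 0.30 on the log2 scale with senECs against control ECs (adjusted p = 0.728 from edgeR).

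Control EC replicate 2 had 3566 CPM of MT-RNR1, where the other 11 libraries had 299 to 792, 1307 CPM of MALAT1, where they had 204 to 455, and 635 CPM of RN7SL2, where they had 180 to 489. These genes were chosen after their values were seen, and no explanation was tested.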
